# Comparative analysis of transcriptional profiling of CD3+, CD4+ and CD8+ T cells identifies novel immune response players in T-Cell activation

**DOI:** 10.1186/1471-2164-9-225

**Published:** 2008-05-16

**Authors:** Min Wang, Dirk Windgassen, Eleftherios T Papoutsakis

## Abstract

**Background:**

T-cell activation is an essential step of the immune response and relies on the tightly controlled orchestration of hundreds of genes/proteins, yet the cellular and molecular events underlying this complex process are not fully understood, especially at the genome-scale. Significantly, a comparative genome-scale transcriptional analysis of two T-cell subsets (CD4+ and CD8+) against each other and against the naturally mixed population (CD3+ cells) remains unexplored.

**Results:**

Comparison of the microarray-based gene expression patterns between CD3+ T cells, and the CD4+ and CD8+ subsets revealed largely conserved, but not identical, transcriptional patterns. We employed a Gene-Ontology-driven transcriptional analysis coupled with protein abundance assays in order to identify novel T-cell activation genes and cell-type-specific genes associated with the immune response. We identified potential genes involved in the communication between the two subsets (including IL23A, NR4A2, CD83, PSMB2, -8, MIF, IFI16, TNFAIP1, POU2AF1, and OTUB1) and would-be effector-function-specific genes (XCL2, SLAMF7, TNFSF4, -5, -9, CSF3, CD48 and CD244). Chemokines induced during T-cell activation, but not previously identified in T cells, include CCL20, CXCL9, -10, -11 (in all three populations), and XCL2 (preferentially in CD8+ T cells). Increased expression of other unexpected cytokines (GPI, OSM and MIF) suggests their involvement in T-cell activation with their functions yet to be examined. Differential expression of many receptors, not previously reported in the context of T-cell activation, including CCR5, CCR7, IL1R2, IL1RAP, IL6R, TNFRSF25 and TNFRSF1A, suggests their role in this immune process. Several receptors involved in TCR activation (CD3D, CD3G, TRAT1, ITGAL, ITGB1, ITGB2, CD8A and B (CD8+ T-cell specific) along with LCK, ZAP70 and TYROBP were synchronously downregulated. Members of cell-surface receptors (HLA-Ds and KLRs), none previously identified in the context of T-cell activation, were also downregulated.

**Conclusion:**

This comparative genome-scale, transcriptional analysis of T-cell activation in the CD4+ and CD8+ subsets and the mixed CD3+ populations made possible the identification of many immune-response genes not previously identified in the context of T-cell activation. Significantly, it made possible to identify the temporal patterns of many previously known T-cell activation genes, and also identify genes implicated in effector functions of and communication between CD4+ and CD8+ T cells.

## Background

T cells are among the most versatile cells in the body and play a central role in adaptive immunity. T-cell maturation in thymus is a stepwise process, undergoing positive and negative selection to produce CD4+ and CD8+ T cells [1]. When mature, T lymphocytes leave the thymus and are considered naive cells until they encounter activating signals in peripheral lymphoid organs, thus become activated, start to proliferate, differentiate into effector cells (helper and cytotoxic) and gain the ability to enter inflammations sites [2]. Activation of the naive T cells in the peripheral immune system is the first step of the adaptive immune response.

Successful T-cell activation requires two major stimulatory signals to produce an effective immune response. First, the T-cell receptor complex (TCR) recognizes the cognate ligands presented by the major histocompatibility complex (MHC) on antigen-presenting cells (APCs) [3]. Second, a co-stimulation signal is presented to T cells through the engagement of a co-receptor such as CD28 [4]. In the absence of CD28 co-stimulation, TCR signalling alone results in anergy. T-cell activation, which begins with TCR activation with CD28 co-stimulation, triggers multiple signalling pathways and cellular events. Signalling downstream of TCR engagement has been widely studied [5-7]. Key events include activation of protein kinases such as LCK and ZAP70, intracellular Ca^2+ ^regulation, activation of MAP-kinase cascades, and activation and nuclear localization of crucial transcription factors including AP-1, NFAT, and NF-κB. However, our understanding of the activation process including subsequent proliferation and differentiation events is far from complete. A temporal genome-scale transcription profiling of T-cell activation process would provide a comprehensive understanding and insights into the molecular mechanisms underlying the process.

Gene expression analysis of T-cell activation at a single timepoint has been reported [8,9], and using a single donor sample, the gene expression patterns of T-cell activation with or without co-stimulation by anti-CD28 antibody were compared [10,11]. However, to the best of our knowledge, the genome-scale donor-independent temporal gene expression analysis of primary, human T-cell activation has not been reported, and this is the goal of this study. Significantly, a comparative analysis of the programs of two T-cell subsets (CD4+ and CD8+) against each other and against the natural CD3+ population remains unexplored, and would likely yield significant new information. Comparison of the transcriptional patterns among the three populations should lead to the identification of the common transcriptional events shared by CD4+ and CD8+ T cells, and of subset-specific genes and genes potentially involved in the communication between CD4+ and CD8+ T cells. Among the differentially expressed genes, we focused on 'immune response' genes based on Gene Ontology (GO) classification in order to provide new insights into the expression of chemokines and cytokines, the orchestrated regulation of receptors, the interactions between the two subsets, and the homeostasis of resting T cells. Such understanding would be helpful for enhancing, re-directing or modifying the activities of T cells under physiological and pathophysiological circumstances.

## Results

### Primary human T-cell activation is donor independent

We aimed to capture important, donor-independent transcriptional events of T-cell activation. Three biological experiments, E1–E3, using CD3+ T cells, which contain both the CD4+ and CD8+ subsets, from three different healthy donors demonstrated similar phenotypic characteristics. T-cell proliferation, as measured by cell expansion, started at 48 hours after stimulation, and cell numbers doubled by 96 hours (Figure 1A). Cell viability remained around 80% throughout the 96 hours (Figure 1B). Surface expression of the early T-cell activation marker CD69 was rapidly upregulated within 10 hours, and then downregulated after 48 hours (Figure 1C). Expression of the other important surface marker CD25 (IL2RA) rapidly increased within 24 hours and stayed high (above 80%) from 24 hours to 96 hours (Figure 1D). We also examined the CD4+/CD8+ subset ratio but we found no significant changes during the 96 hours of the experiments (data not shown). CD4+ cells were ca. 60%, and CD8+ cells ca. 40% of the total T-cell population.

**Figure 1:**
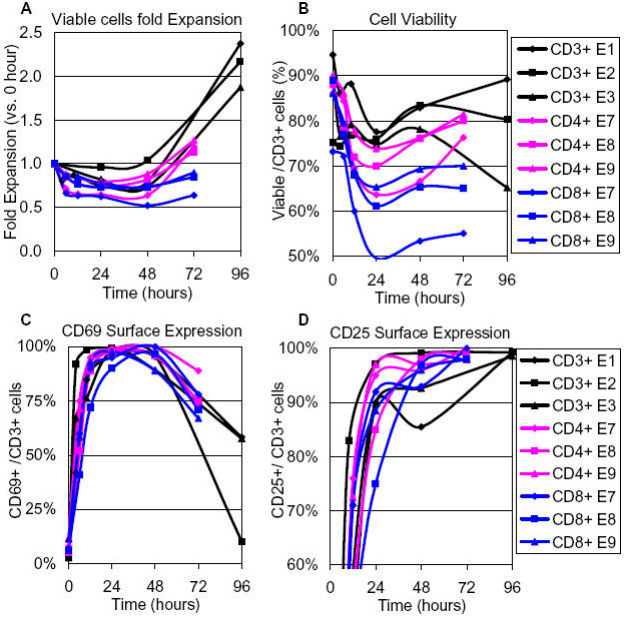
**Phenotypic analysis of T-cell ex vivo activation upon anti-CD3/anti-CD28 stimulation of three populations**. Three independent biological experiments were carried out for each population. CD3+, CD4+ and CD8+ T cells were negatively selected from PBMCs of healthy donors and activated with anti-CD3/anti-CD28 antibodies. **(A) **T-cell expansion as assessed by cell numbers; **(B) **The percentage of the viable T cells as determined by flow cytometry; **(C) **The percentage of the viable cells expressing CD69; **(D) **The percentage of the viable cells expressing CD25. Data from 6 independent experiments (CD3+ T-cell experiments, E1–E3, and CD4+ and CD8+ T-cell experiments, E7–E9) using cells from 6 different healthy donors are shown.

A separate set of experiments, E7–E9, was carried out using separately CD4+ and CD8+ T cells isolated from another three healthy donors. The time course analysis of this set of experiments was setup somewhat differently than in the CD3+ T-cell study (0, 6, 12, 24, 48 and 72 hours in the CD4+ and CD8+ subsets compared to 0, 4, 10, 48, and 96 hours in CD3+ T cells) in order to cover earlier timepoints. As we demonstrate below, the different time points in the two sets of experiments do not affect our ability to compare the data from the two studies, and in fact enhance and broaden the validity of the conclusions. Within each population, T cells exhibited overall similar phenotypic characteristics (Figure 1). T-cell proliferation as assessed by cell numbers did not start until 48 hours. Expansion reached about 1.2 fold in CD4+ T cells and about 0.8 fold in CD8+ T cells by 72 hours. Cell viability remained around 75% in CD4+ T cells vs. around 60% in CD8+ T cells; the lower viability of CD8+ T cells was likely caused by the absence of help from CD4+ T cells. Expression of the T-cell activation surface markers CD25 and CD69 in the two subsets was similar to that of CD3+ T cells.

Agilent microarrays that target 18,403 human genes were used to generate the transcriptional profile of activation for the CD3+ T-cell population, and the CD4+ and CD8+ T-cell subsets. 

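The values that follow come from the CD3+ population, which was negatively selected from the PBMCs of 3 healthy donors (experiments E1, E2 and E3), activated with anti-CD3/anti-CD28 beads in medium with IL2 and human serum, and sampled at 0, 4, 10, 48 and 96 hours. These 15 samples were hybridized on 21 arrays, since 6 of the samples were put on 2 arrays each. T-cell RNA was labelled with Cy3 and the reference, human thymus total RNA, with Cy5, without a dye swap. The authors deposited the intensity of each spot and of its local background as read by the scanner software, and a normalized value per probe. An array held 22153 features, of which 21073 were not controls; these carried 20173 different probes for 18403 gene names. The mean signals were corrected for background (normexp, offset 50), spots marked as outliers by the scanner software were left out, and the ratio of Cy3 to Cy5 was normalized within each array by loess. Arrays of one sample were averaged, and a gene was represented by its brightest probe. On the 21 arrays, the Cy3 signal was well above background for 86.8 to 96.1% of the probes (median 93.2%), and genes with Cy3 well above background on every array of at least 1 time point were tested, 17130 in all. Each value rests on 3 donors per time point, which limits its precision. Unless stated otherwise, a value is the log2 ratio to 0 hour, given as the mean ± SD over the 3 donors, each compared with its own sample at 0 hour. The donors of the files were matched to E1, E2 and E3 through the paper's table of log2 ratios: across 1859 genes, r with the matched experiment was 0.983 to 0.988, and with the others 0.792 to 0.920. The adjusted p is limma's moderated test with Benjamini-Hochberg adjustment over all genes tested, and a value is termed called when it is under 0.05. The fit had no donor term, so this p does not use the pairing by donor on which the SD rests. Samples of the same donor were alike (median r of residuals 0.434), and donor as a block was run as an alternative. Each value was recomputed under other settings of the processing and without each donor in turn, changing one choice at a time. Where several settings are listed at a call that was lost or gained, each was applied on its own, and the range of adjusted p is that over all settings tried for the value. Where an outlier spot left only 2 donors at a time point, the value is the mean log2 ratio of these donors minus that of all 3 donors at 0 hour, so it is not a mean of ratios to the own 0 hour and can lie outside them, and no SD is given; the counts of donors still compare each with its own 0 hour.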

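In the CD3+ population, 3670 of 17130 genes changed over the 5 time points (limma's moderated F test, adjusted p under 0.01). Of these, 3569 were also called at one or more time points against 0 hour, and 3539 moved the same way in all 3 donors at the time point of their largest change. At 4 hours 994 genes were higher and 749 lower than at 0 hour, at 10 hours 1466 and 1013, at 48 hours 2658 and 1390, and at 96 hours 2049 and 1235. The change was over 2-fold for 598, 924, 1610 and 1106 of the genes called at 4, 10, 48 and 96 hours. Multi-class SAM with 100 permutations, the kind of test the paper used, called 4105 of the 15999 genes measured in all 15 samples, and 3213 of them were also among the 3670. The count moved most without E2, to 869 genes, of which 851 were among the 3670; it was 1581 without E3 and 1596 without E1. Without E2 the counts of genes higher and lower fell to 354 and 98 at 4 hours, 441 and 289 at 10 hours, 1520 and 565 at 48 hours, and 989 and 407 at 96 hours. Without E3 they were 471 and 314 at 4 hours, and 1270 and 566 at 96 hours, with 840 lower at 48 hours. Without E1 they were 607 and 452 at 4 hours, and 800 and 546 at 10 hours. Median centring of the arrays in place of loess gave 2263 genes over time, and the authors' normalized values 3116, with 1524 genes higher and 1395 lower at 96 hours. With donor as a block, 5294 genes changed over time, 3655 of them among the 3670; the genes higher and lower at 4 hours then numbered 1573 and 1319, and the lower ones 1567, 2270 and 2133 at 10, 48 and 96 hours. Counting probes in place of genes gave 3915, and multi-class SAM on the authors' normalized values 3112; both counts were chosen after the data had been examined. Among genes that moved the same way in all 3 donors, the largest rises were those of ZBED2 (5.83 ± 0.36, at 48 hours), EGR2 (5.77 ± 0.23), NR4A3 (4.80 ± 0.38) and NR4A1 (4.32 ± 1.83, all at 4 hours) and FABP5 (4.16 ± 0.35, at 48 hours). A second probe of NR4A3 had 2.12 at 4 hours, so the place of NR4A3 depends on the use of its brightest probe. The largest falls, all at 48 hours, were those of KLF2 (-6.61 ± 0.84), FOS, JUN, RASGRP2 (-4.41 ± 0.23) and SPON2 (-4.38 ± 1.27).

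**Figure D1:**
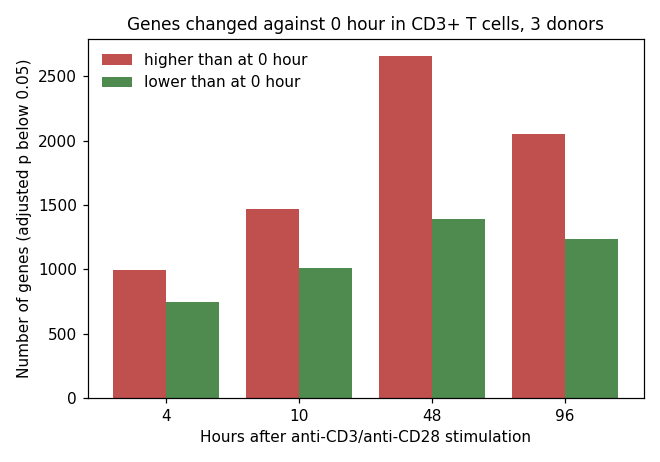
Genes higher (red) and lower (green) than at 0 hour in the CD3+ population, by hours after activation (limma, adjusted p under 0.05, 17130 genes tested, 3 donors). The bar for higher genes is the taller of the pair at every time point, and both bars are tallest at 48 hours.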

Comparing samples across all time points, multi-class SAM (false discovery rate of <1%) identified 3793 genes with statistically significant expression changes in the CD3+ population, 1463 significant genes in the CD4+ population, and 1258 significant genes in the CD8+ population. 

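The log2 ratios to 0 hour of E1, E2 and E3 were compared across genes at each time point, which gives 12 pairs of donors. Over all 17130 genes tested, Pearson's r had a median of 0.754 and lay between 0.624 (E1 and E2 at 96 hours) and 0.903 (E2 and E3 at 48 hours). Over the 3670 genes called over time, which were picked on these same samples, the median was 0.899, with a range of 0.845 to 0.958. These correlations are across genes, and genes are not independent replicates, so no p is given. The median over all genes moved most with the authors' normalized values, to 0.678.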

Hierarchical clustering (see Additional files 1, 2, 3, 4, 5, 6) demonstrated that the transcriptional patterns of these significant genes among the replicate biological experiments within each population were highly reproducible. Thus, for simplicity and ease of presentation, gene expression data from the three biological experiments for each population were averaged for discussion and analysis below. In order to compare the transcriptional patterns of CD3+, CD4+ and CD8+ T cells, the significant genes from all experiments were combined to a total of 4167 unique, significant genes distributed among the 3 T-cell populations as shown in the Venn diagram of Figure 2. Far more significant genes were identified in the CD3+ T-cell activation experiments than in the subset experiments, possibly reflecting a larger repertoire of genes during activation in the natural, mixed population of CD3+ T cells, and thus the synergy and interplay of the two subsets (CD4+ and CD8+ T cells) in producing a more complex and multifaceted response. Nevertheless, a large number of the genes were shared by CD4+ and CD8+ T cells (910 out of 1463 and 1258 respectively), reflecting the common cellular events shared by CD4+ and CD8+ T cells during the activation process. Hierarchical clustering of these pooled significant genes (see Additional files 7 and 8) demonstrated that the 3 populations shared largely similar transcriptional profiles regardless of the difference of the sampled timepoints, which, in perspective, broadens the significance of identified genes.

**Figure 2:**
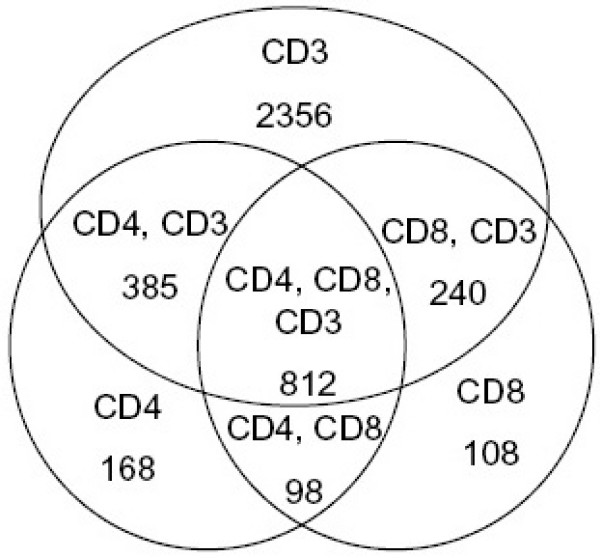
**Venn diagram comparison of the significant genes identified as differentially expressed in the three populations**. SAM analysis (false discovery rate of <1%) identified 3793 significant genes in CD3+ population, 1463 significant genes in the CD4+ population and 1258 significant genes in the CD8+ population.

Q-RT-PCR was used to validate select microarray results. 

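For the CD3+ population, the genes of the Q-RT-PCR comparison included FOS, MYB, JUN, CAT, MAPK6, SORD and SOD2. FOS changed by -1.51 ± 1.46, -3.91 ± 1.12, -4.56 ± 0.94 and -4.40 ± 1.16 at 4, 10, 48 and 96 hours (adjusted p = 0.0478, 0.000152, 1.33e-05 and 2.33e-05), lower in 3 of 3 donors at each. MYB rose by 3.04 ± 0.38, 2.35 ± 0.46, 0.89 ± 0.22 and 2.87 ± 0.41 at 4, 10, 48 and 96 hours (adjusted p = 4.11e-05, 0.000184, 0.0309 and 1.42e-05), higher in 3 of 3 donors at each. JUN changed by -1.49 ± 1.77, -2.99 ± 1.87, -4.55 ± 0.91 and -3.71 ± 1.16 at 4, 10, 48 and 96 hours (adjusted p = 0.250, 0.0133, 0.000472 and 0.00287), lower in 3 of 3 donors at each. CAT changed by -0.83 ± 0.27, -0.84 ± 0.37, -0.50 ± 0.27 and -0.06 ± 0.24 at 4, 10, 48 and 96 hours (adjusted p = 0.0355, 0.0249, 0.143 and 0.900), lower in 3, 3, 3 and 1 of 3 donors. MAPK6 changed by 0.95 ± 0.12, 1.16 ± 0.22, 1.35 ± 0.12 and 0.34 ± 0.14 at 4, 10, 48 and 96 hours (adjusted p = 0.00439, 0.00100, 0.000127 and 0.220), higher in 3 of 3 donors at each. SOD2 rose by 1.86 ± 0.22, 1.62 ± 0.07, 0.91 ± 0.20 and 0.59 ± 0.28 at 4, 10, 48 and 96 hours (adjusted p = 3.31e-06, 8.62e-06, 3.88e-05 and 0.00145), higher in 3 of 3 donors at each. SORD changed by -0.05 ± 0.27, 0.83 ± 0.20, 1.45 ± 0.25 and 0.25 ± 0.36 at 4, 10, 48 and 96 hours (adjusted p = 0.928, 0.00928, 0.000107 and 0.403), higher in 2, 3, 3 and 2 of 3 donors. Over all time points, 6 of these 7 genes passed limma's F test at an adjusted p under 0.01, and CAT (0.0190) did not. With donor as a block CAT passed the F test as well (adjusted p = 0.00494). Of the 22 called values, 13 kept the call whichever donor was left out, and 16 kept it under every other alternative. FOS lost the call at 4 hours without E2, E3, E1 or the filter on dim probes and with median centring, the scanner log ratios, the authors' normalized values or the first array of each sample (adjusted p 0.0254 to 0.50). MYB lost the call at 48 hours without E2, E3 or E1 and with the authors' normalized values (adjusted p 0.000382 to 0.183). JUN lost the call at 10 hours without E2 (adjusted p 0.00332 to 0.315) and at 96 hours without E2 (0.000643 to 0.0653). CAT lost the call at 4 hours without E2 or E1 and with median centring or the first array of each sample (adjusted p 0.00993 to 0.343) and at 10 hours without E2 or E1 and with median centring, read day as a block or the first array of each sample (0.00682 to 0.345). MAPK6 lost the call at 4 hours without E2 or E1 and with median centring (adjusted p 0.000275 to 0.182). SOD2 lost the call at 96 hours without E3 (adjusted p 0.000874 to 0.0510). SORD lost the call at 10 hours without E2 or E1 and with median centring or read day as a block (adjusted p 0.00533 to 0.336).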

Fifteen significant genes with different expression intensities were selected. As previously reported [12], in our laboratory, data from these Agilent microarrays correlated strongly with the Q-RT-PCR results, although Q-RT-PCR data generally show larger fold changes compared to microarray data (see Additional file 9). 

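With the time point in the model, 1335 of 17130 genes differed between the 3 donors (limma's moderated F test, adjusted p under 0.01), and 193 of these also changed over time. By pair, 563 genes differed between E1 and E2, 1738 between E1 and E3, and 5 between E2 and E3. Once each donor was set to its own sample at 0 hour, 553 genes differed. All ratios of a donor share the same sample at 0 hour, so the noise of that sample counts as a donor difference in this test. Over all tested genes, the time point took 68.3% of the sum of squares, the donor 16.8% and the rest 14.9%; over the genes called over time, these shares were 87.4, 5.64 and 6.99%, but these genes were picked for a large share of the time point, so these shares say nothing about the donors. Apart from leaving out a donor, the count of genes differing between donors moved most with the authors' normalized values, to 516. Leaving out a donor, which was chosen after the data had been examined, left 838 genes without E2, 45 without E3 and 32 without E1. The paper concludes from phenotypic data and transcriptional profiles.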

We thus conclude that the T-cell activation process under our experimental conditions is largely donor invariant, as assessed by both phenotypic data and transcriptional profiles.

### Regulation of ' immune response' genes in T-cell activation

Ontological analysis using the MeV EASE module identified 203 genes associated with the term 'immune response' among the 4167 significant genes, consistent with the essential roles of T cells in the adaptive immune response. Hierarchical clustering revealed distinct expression patterns for these 203 genes and allowed us to divide them into two clusters: (A) Expression is mainly upregulated compared to resting T cells (0 hour) (Figure 3A); (B) Expression is mainly downregulated compared to resting T cells (0 hour) (Figure 3B).

**Figure 3:**
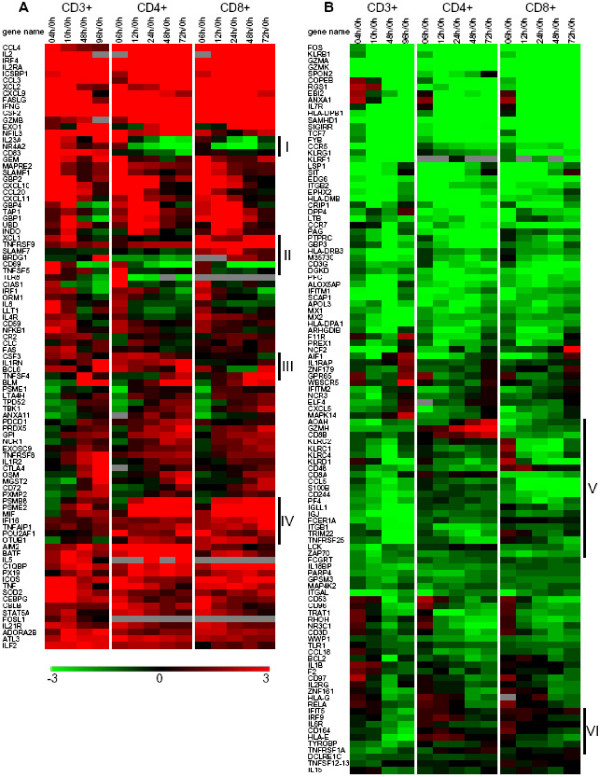
**Expression profiles of genes associated with the Gene Ontology term 'immune response'**. Genes that were differentially expressed temporally in T-cell activation of the three (CD3+, CD4+ and CD8+) populations were divided into two groups (**A **with mostly upregulated genes and **B **with mostly downregulated genes) according to their distinct expression patterns based on hierarchical clustering using the Euclidian distance metric. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Clusters (I-VI) of genes with different expression patterns among the three populations were noted on the side. Expression data shown are averages from three independent biological experiments for each T-cell population.

Although we expected differences in gene expression patterns because of the different biology and functions of CD4+ and CD8+ T cells, the aforementioned 203 genes show, overall, similar expression patterns among the 3 populations but with several notable exceptions. 

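Of the genes whose patterns are compared between the 3 populations, BRDG1, CD69, CSF3 and BCL6 had these values in CD3+ T cells; the comparison with CD4+ and CD8+ T cells rests on samples outside the arrays analysed here. BRDG1 changed by -0.03 ± 0.24, -0.10 ± 0.09, 0.01 ± 0.26 and 0.89 ± 0.18 at 4, 10, 48 and 96 hours (adjusted p = 0.921, 0.668, 0.971 and 0.000161), higher in 2, 0, 2 and 3 of 3 donors. CD69 changed by 1.93 ± 0.77, 0.84 ± 0.30, -1.46 ± 0.33 and -1.29 ± 1.19 at 4, 10, 48 and 96 hours (adjusted p = 0.0137, 0.267, 0.0277 and 0.0576), higher in 3, 3, 0 and 0 of 3 donors. CSF3 changed by 0.81 ± 0.50, 0.98 ± 0.33, 0.63 ± 0.25 and 0.07 ± 0.14 at 4, 10, 48 and 96 hours (adjusted p = 0.0245, 0.00639, 0.0424 and 0.854), higher in 3, 3, 3 and 2 of 3 donors. BCL6 changed by 0.76 ± 0.33, 0.78 ± 0.45, -0.02 ± 0.16 and 1.61 ± 0.45 at 4, 10, 48 and 96 hours (adjusted p = 0.0367, 0.0244, 0.964 and 0.000165), higher in 3, 3, 2 and 3 of 3 donors. The call held with any donor left out for 2 of 9 called values, and under every other alternative for 2. BRDG1 lost the call at 96 hours with median centring (adjusted p 0.000153 to 0.0883). CD69 lost the call at 4 hours without E2 or E3 and with median centring (adjusted p 0.00244 to 0.194) and at 48 hours without E2, E3 or E1 and with median centring (0.00631 to 0.143). CD69 gained a call at 96 hours with donor as a block or the first array of each sample (adjusted p 0.0303 to 0.578). CSF3 lost the call at 4 hours without E2 or E1 and with median centring or the authors' normalized values (adjusted p 0.0106 to 0.263), at 10 hours without E2 or E1 and with read day as a block (0.00260 to 0.169) and at 48 hours without E2 or E1 and with the scanner log ratios, the authors' normalized values or the first array of each sample (0.0134 to 0.276). BCL6 lost the call at 4 hours without E2, E3 or E1 and with median centring (adjusted p 0.00461 to 0.350) and at 10 hours without E2, E3 or E1 (0.00292 to 0.207).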

Within the upregulated cluster A, notable differences among the three populations include: (1) genes in clusters I (IL23A, NR4A2, CD83) and IV (PSMB8, PSME2, MIF, IFI16, TNFAIP1, POU2AF1, and OTUB1), which shared similar gene expression patterns between CD4+ and CD8+ T cells, but different than those of CD3+ T cells; (2) genes in cluster II (XCL1, SLAMF7, BRDG1, CD69, TNFRSF9 and CD40LG (TNFSF5)) with different gene expression patterns among the 3 populations, and cluster III (CSF3, IL1RN, BCL6 and TNFSF4) with different gene expression patterns between the CD4+ and CD8+ populations. 

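AOAH, S100B, PF4, TRIM22 and IFIT5 had lower means at 48 and 96 hours than at 0 hour in CD3+ T cells. AOAH changed by -1.13 ± 0.12, -1.22 ± 0.54, -0.50 ± 0.26 and -0.44 ± 0.49 at 4, 10, 48 and 96 hours (adjusted p = 0.0281, 0.0139, 0.273 and 0.341), lower in 3, 3, 3 and 2 of 3 donors. S100B changed by -0.42 ± 0.18, -0.87 ± 0.45, -0.90 ± 0.38 and -0.77 ± 0.38 at 4, 10, 48 and 96 hours (adjusted p = 0.114, 0.00219, 0.000778 and 0.00343), lower in 3 of 3 donors at each. PF4 changed by -0.27 ± 0.24, -0.38 ± 0.04, -0.56 ± 0.11 and -0.37 ± 0.16 at 4, 10, 48 and 96 hours (adjusted p = 0.212, 0.0555, 0.00429 and 0.0473), lower in 3 of 3 donors at each. TRIM22 changed by -0.26 ± 0.53, -0.19 ± 0.43, -1.52 ± 0.26 and -1.29 ± 0.44 at 4, 10, 48 and 96 hours (adjusted p = 0.767, 0.811, 0.00544 and 0.0187), lower in 2, 2, 3 and 3 of 3 donors. IFIT5 changed by -0.04 ± 0.52, 0.16 ± 0.53, -0.55 ± 0.59 and -0.81 ± 0.62 at 4, 10, 48 and 96 hours (adjusted p = 0.951, 0.699, 0.0616 and 0.0118), lower in 1, 1, 3 and 3 of 3 donors. Called values numbered 10, of which 1 stayed called with each donor left out in turn and 4 under every other alternative. AOAH lost the call at 4 hours without E2 or E1 and with median centring (adjusted p 0.00491 to 0.216) and at 10 hours without E2 or E1 and with read day as a block (0.00221 to 0.194). S100B lost the call at 10 hours without E2 or E1 and with read day as a block (adjusted p 0.00157 to 0.230) and at 96 hours without E2 and with median centring or read day as a block (0.00275 to 0.138). PF4 lost the call at 48 hours without E2 or E3 (adjusted p 0.00173 to 0.0816) and at 96 hours without E2 or E3 and with median centring, read day as a block or the first array of each sample (0.0200 to 0.587). PF4 gained a call at 10 hours with the authors' normalized values or donor as a block (adjusted p 0.0193 to 0.321). TRIM22 lost the call at 48 hours without E2 (adjusted p 5.76e-05 to 0.0650) and at 96 hours without E2 or E3 and with median centring or read day as a block (0.00622 to 0.153). IFIT5 lost the call at 96 hours without E2 or E1 (adjusted p 0.00275 to 0.119). IFIT5 gained a call at 48 hours without E3 and with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block (adjusted p 0.0275 to 0.303).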

Within the downregulated cluster B, there were a few genes with different expression patterns in cluster V (AOAH, CD8A, -B, KLRC1, -2, -4, KLRD1, CD48, CCL5, S100B, CD244, PF4, IGLL1, IGJ, FCER1A, ITGB1, TRIM22, TNFRSF25, LCK and ZAP70), mainly between CD4+ and CD8+ T cells, and cluster VI (IFIT5, ISGF3G, IL6R, CD164, HLA-E, TYROBP and TNFRSF1A), mainly between CD3+ T cells and CD4+, CD8+ subsets.

Genes sharing similar expression patterns between CD4+ and CD8+ T cells, but different than CD3+ T cells, are likely important players in the communication between CD4+ and CD8+ compartments. Although not previously associated with T-cell activation, the decreased upregulation of NR4A2 (coactivator of general gene transcription) [13] and increased upregulation of IFI16 (transcriptional repressor) [14] and PSMB8, PSME2, and OTUB1(proteases) [15-17] are possibly involved in the delayed T-cell activation and proliferation of the CD4+ and CD8+ subsets compared to CD3+ T cells. 

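The values are those of CD3+ T cells alone, so the difference from the subsets was not tested. NR4A2 changed by 3.57 ± 0.95, 1.00 ± 1.08, 0.29 ± 0.95 and 0.88 ± 2.19 at 4, 10, 48 and 96 hours (adjusted p = 0.00339, 0.381, 0.817 and 0.381), higher in 3, 2, 2 and 2 of 3 donors. IFI16 changed by 0.63 ± 0.90, 0.58 ± 0.76, 0.54 ± 0.75 and 1.07 ± 0.61 at 4, 10, 48 and 96 hours (adjusted p = 0.324, 0.338, 0.318 and 0.0457), higher in 2, 2, 2 and 3 of 3 donors. PSMB8 changed by -0.59 ± 0.23, 0.19 ± 0.26, 0.84 ± 0.42 and 0.76 ± 0.49 at 4, 10, 48 and 96 hours (adjusted p = 0.116, 0.665, 0.0116 and 0.0261), higher in 0, 2, 3 and 3 of 3 donors. PSME2 changed by -0.68 ± 0.25, 0.74 (2 donors against 3 at 0 hour), 1.13 ± 0.28 and 0.21 ± 0.72 at 4, 10, 48 and 96 hours (adjusted p = 0.158, 0.141, 0.00895 and 0.643), higher in 0 of 3, 2 of 2, 3 of 3 and 1 of 3 donors. OTUB1 changed by -0.40 ± 0.12, 0.17 ± 0.11, 0.23 ± 0.17 and -0.13 ± 0.21 at 4, 10, 48 and 96 hours (adjusted p = 0.157, 0.586, 0.350 and 0.631), lower in 3, 0, 0 and 2 of 3 donors. TNFAIP1 changed by 0.32 ± 0.21, 0.39 ± 0.12, 0.25 ± 0.17 and 0.61 ± 0.17 at 4, 10, 48 and 96 hours (adjusted p = 0.0633, 0.0202, 0.0918 and 0.00105), higher in 3 of 3 donors at each. POU2AF1 changed by 0.29 ± 0.24, 0.07 ± 0.40, 0.12 ± 0.05 and 0.64 ± 0.91 at 4, 10, 48 and 96 hours (adjusted p = 0.709, 0.940, 0.847 and 0.193), higher in 3, 2, 3 and 2 of 3 donors. The early mean of NR4A2, over 4 and 10 hours, exceeded its late mean, over 48 and 96 hours, by 1.70 (adjusted p = 0.0146). NR4A2 lost the call at 4 hours without E3 (adjusted p 0.000660 to 0.0931). NR4A2 gained a call at 10 hours without E2 (adjusted p 0.0448 to 0.862) and at 96 hours without E2 (0.00849 to 0.944). IFI16 lost the call at 96 hours without E2, E3 or E1 and with read day as a block or the authors' normalized values (adjusted p 0.0193 to 0.362). PSMB8 lost the call at 48 hours without E2 or E3 and with the scanner log ratios (adjusted p 0.00125 to 0.178) and at 96 hours without E2 or E3 and with median centring, read day as a block, the scanner log ratios or the authors' normalized values (0.00330 to 0.413). PSMB8 gained a call at 4 hours with donor as a block (adjusted p 0.0216 to 0.368). PSME2 lost the call at 48 hours without E2 or E3 and with median centring (adjusted p 0.00122 to 0.0860). PSME2 gained a call at 10 hours with donor as a block (adjusted p 0.0292 to 0.657). OTUB1 gained a call at 4 hours with the authors' normalized values or donor as a block (adjusted p 0.0146 to 0.498). TNFAIP1 lost the call at 10 hours without E2, E3 or E1 and with median centring, read day as a block or the first array of each sample (adjusted p 0.00817 to 0.448). TNFAIP1 gained a call at 4 hours without background correction and with read day as a block or donor as a block (adjusted p 0.0113 to 0.729) and at 48 hours with read day as a block (0.0107 to 0.444). POU2AF1 gained a call at 96 hours with read day as a block (adjusted p 0.00232 to 0.608).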

The significant downregulation (at 48–96 hours) of IGLL1 and IGJ (Immunoglobulins), FCER1A (receptor), CD164 (negative regulator proliferation) and IRF9 (transcription factor) in CD3+ T cells, but not in CD4+ or CD8+ subset suggests that these proteins are affected by the co-presence and/or communication between the two subsets. 

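The arrays list IRF9 under its earlier symbol ISGF3G. IGLL1 changed by -0.66 ± 0.09, -1.00 ± 0.13, -1.20 ± 0.30 and -1.10 ± 0.18 at 4, 10, 48 and 96 hours (adjusted p = 0.0311, 0.00223, 0.000276 and 0.000815), lower in 3 of 3 donors at each. IGJ changed by -0.96 ± 0.29, -1.40 ± 0.40, -1.28 ± 0.39 and -1.26 ± 0.44 at 4, 10, 48 and 96 hours (adjusted p = 0.0156, 0.00123, 0.000954 and 0.00165), lower in 3 of 3 donors at each. FCER1A changed by -0.69 ± 0.35, -0.62 ± 0.38, -0.78 ± 0.40 and -0.81 ± 0.41 at 4, 10, 48 and 96 hours (adjusted p = 0.00979, 0.0138, 0.00182 and 0.00198), lower in 3 of 3 donors at each. CD164 changed by -0.29 ± 0.36, -0.35 (2 donors against 3 at 0 hour), -0.67 ± 0.34 and -1.23 ± 0.15 at 4, 10, 48 and 96 hours (adjusted p = 0.285, 0.210, 0.00547 and 0.000133), lower in 2 of 3, 2 of 2, 3 of 3 and 3 of 3 donors. IRF9 changed by -0.05 ± 0.04, -0.08 ± 0.25, -0.66 ± 0.25 and -0.64 ± 0.38 at 4, 10, 48 and 96 hours (adjusted p = 0.901, 0.793, 0.00261 and 0.00483), lower in 3, 2, 3 and 3 of 3 donors. At 48 and 96 hours, all 10 values were called and lower than at 0 hour. Whichever donor was left out, 9 of the 16 called values stayed called; 10 did so under every other alternative. IGLL1 lost the call at 4 hours without E2, E1 or background correction and with median centring or the first array of each sample (adjusted p 0.00245 to 0.338) and at 10 hours without E2 (0.000122 to 0.0646). IGJ lost the call at 4 hours without E2, E3 or E1 (adjusted p 0.00722 to 0.12), at 10 hours with read day as a block (0.000381 to 0.0889) and at 96 hours without E2 and with read day as a block (0.000228 to 0.195). FCER1A lost the call at 4 hours without E2, E3 or E1 (adjusted p 0.00102 to 0.0793) and at 10 hours without E2, E3 or E1 and with read day as a block (0.00259 to 0.160). CD164 lost the call at 48 hours without E2 or E1 and with median centring (adjusted p 0.00249 to 0.398). IRF9 lost the call at 96 hours with median centring (adjusted p 0.00182 to 0.0770).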

Genes with different expression patterns between CD4+ and CD8+ subsets are possibly involved in cell-type-specific characteristics and functions. For instance, expression of TNFSF5 (CD40LG) has been mainly reported in CD4+ T cells, facilitating the activation of CD8+ T cells [18]. Indeed, a preferential transcriptional upregulation of TNFSF5 was observed in CD4+ T cells, supported by a protein abundance assay (Figure 4). Interestingly, TNFSF5 was also upregulated in CD8+ T cells (although not as strongly as in CD4+ T cells), supporting the recently reported expression of TNFSF5 in CD8+ T cells in the absence of CD4+ T cells [19]. This is an example demonstrating that, with the comparative analysis of the expression patterns among the 3 populations, our data capture significant differential transcriptional events. Transcriptional differences between CD4+ and CD8+ subsets were validated and supported by protein abundance assays of selected genes (TNFSF4, -5, -RSF9, KLRD1, CD48 and CD69) (Figure 4). Some of these genes (encoding cytokines and receptors) are discussed in detail below.

**Figure 4:**
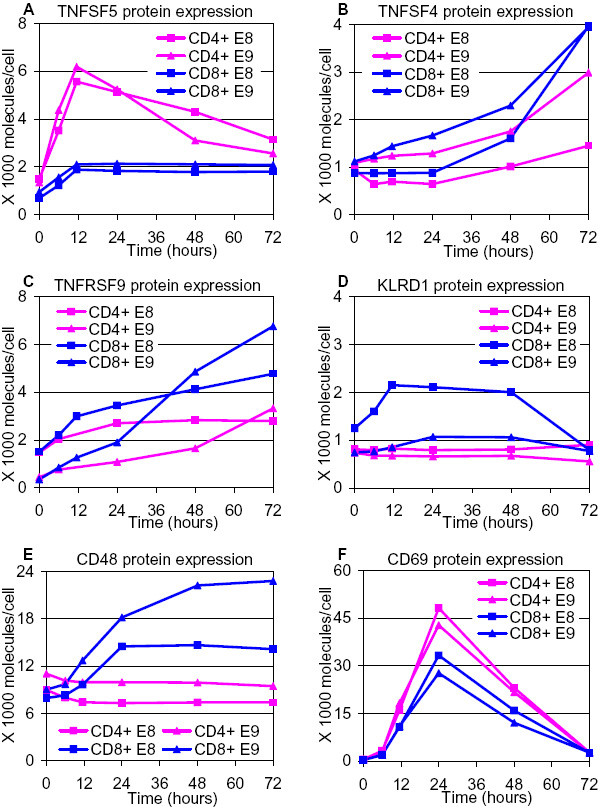
**Protein expression profiles supported the different transcription patterns between CD4+ and CD8+ subsets**. CD4+ T cells and CD8+ T cells were selected, stimulated (with anti-CD3/anti-CD28 antibodies), cultured separately and harvested at the indicated timepoints of culture. Flow cytometric assays were carried out for the selected genes with different transcription patterns between CD4+ and CD8+ subsets (**(A) **TNFSF5, **(B) **TNFSF4, **(C) **TNFRSF9, **(D) **KLRD1, **(E) **CD48, and **(F) **CD69). Data from two independent CD4+ and CD8+ T-cell experiments, E8 and E9, are shown.

Cytokines act as messengers between cells, regulating their functions and activity. The production of cytokines is precisely controlled temporally in the immune response, and so are cytokine receptors. Thus, the significantly regulated cytokines and cytokine receptors in T-cell activation were sorted based on their functions listed by NCBI [20] (Figure 5 and Figure 6) and are discussed below.

**Figure 5:**
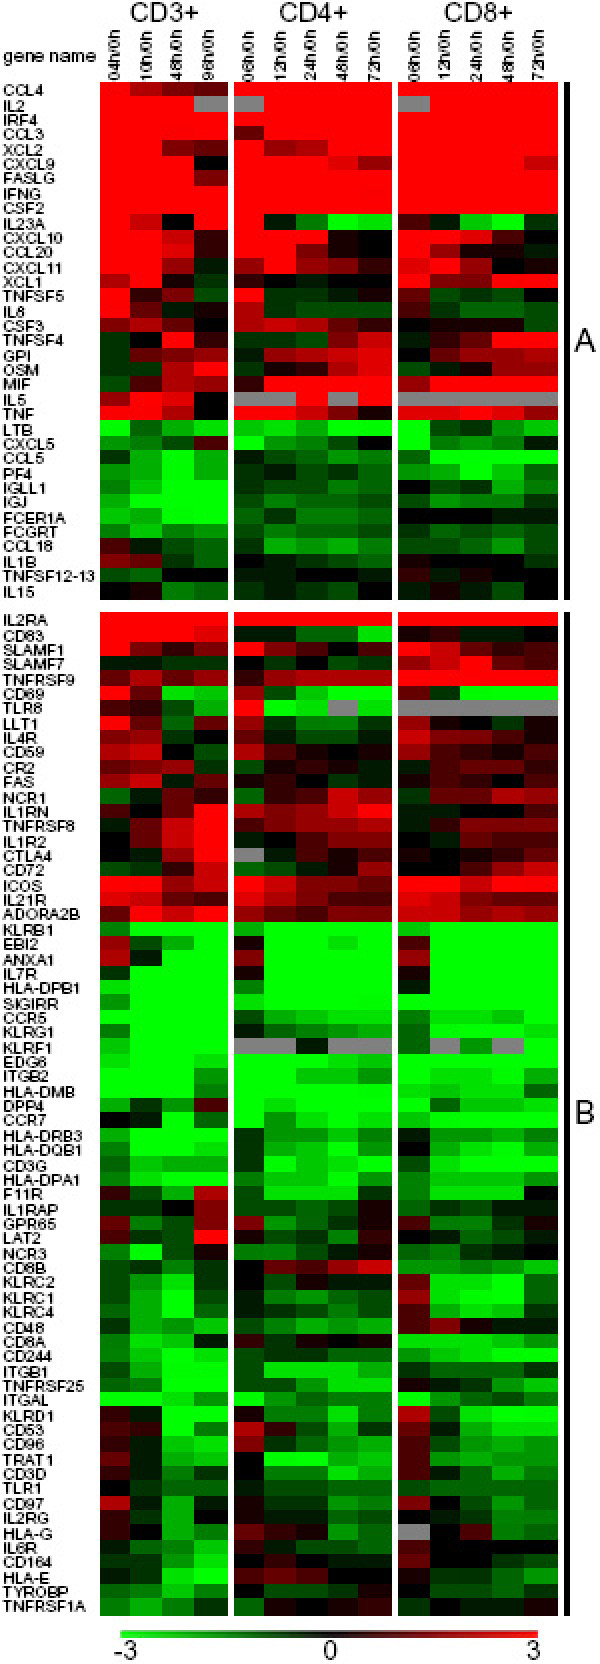
**Transcription profile of significant cytokines (A) and cytokine receptors (B)**. Cytokines and cytokine receptors, belonging to the 'immune response' Gene Ontology category, were sorted. Membership to these sets was manually curated from the corresponding gene pages in NCBI [20] and references therein. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Expression data shown are averages from three independent biological experiments for each T-cell population.

**Figure 6:**
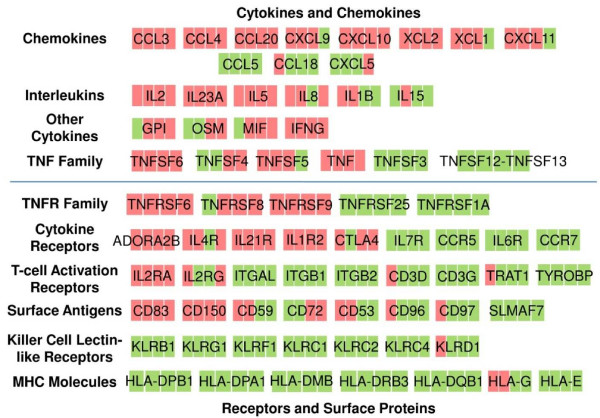
**Schematic showing the significantly regulated genes of cytokines and receptors**. Membership to these sets was manually curated from the corresponding gene pages in NCBI [20] and references therein. The regulation of gene transcription in CD3+ T cells, compared to 0 hour, is denoted by different color (green: downregulation; red: upregulation) at each timepoint in the sequence of 4, 10, 48 and 96 hours.

### Cytokines and Chemokines

A group of chemokines (CCL3, CCL4, CCL20, CXCL9, -10, -11, XCL1 and XCL2) showed a steady increasing expression upon anti-CD3/anti-CD28 stimulation in all 3 populations with the exception that XCL1 was not upregulated in CD4+ T cells. 

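CCL3 rose by 2.16 ± 0.75, 2.00 ± 0.32, 2.21 ± 0.64 and 1.99 ± 0.36 at 4, 10, 48 and 96 hours (adjusted p = 0.000346, 0.000478, 7.81e-05 and 0.000248), higher in 3 of 3 donors at each. CCL4 changed by 1.91 ± 1.51, 1.5 ± 1.27, 1.28 ± 1.11 and 0.93 ± 0.93 at 4, 10, 48 and 96 hours (adjusted p = 0.0178, 0.0437, 0.0602 and 0.188), higher in 3 of 3 donors at each. CCL20 changed by 3.31 ± 2.27, 3.29 ± 1.00, 0.92 ± 0.72 and 0.16 ± 0.28 at 4, 10, 48 and 96 hours (adjusted p = 0.0334, 0.0260, 0.544 and 0.931), higher in 3, 3, 3 and 2 of 3 donors. CXCL9 changed by 1.55 ± 1.12, 2.51 ± 1.00, 1.20 ± 0.49 and 0.04 ± 0.26 at 4, 10, 48 and 96 hours (adjusted p = 0.0727, 0.00481, 0.111 and 0.972), higher in 3, 3, 3 and 2 of 3 donors. CXCL10 changed by 2.16 ± 1.04, 1.96 ± 0.44, 0.69 ± 0.23 and 0.19 ± 0.24 at 4, 10, 48 and 96 hours (adjusted p = 0.00474, 0.00622, 0.274 and 0.801), higher in 3 of 3 donors at each. CXCL11 changed by 2.10 ± 1.33, 2.70 ± 0.67, 0.40 ± 0.14 and 0.10 ± 0.14 at 4, 10, 48 and 96 hours (adjusted p = 0.0209, 0.00379, 0.668 and 0.926), higher in 3, 3, 3 and 2 of 3 donors. XCL1 changed by 0.78 ± 0.84, 1.19 ± 0.63, 0.20 ± 0.11 and -0.14 ± 0.32 at 4, 10, 48 and 96 hours (adjusted p = 0.291, 0.0708, 0.798 and 0.849), higher in 3, 3, 3 and 2 of 3 donors. XCL2 changed by 2.11 ± 0.88, 1.91 ± 0.49, 1.28 ± 0.37 and 0.99 ± 1.23 at 4, 10, 48 and 96 hours (adjusted p = 0.0140, 0.0178, 0.0771 and 0.187), higher in 3, 3, 3 and 2 of 3 donors. A second probe of XCL2 had 1.37 at 48 hours (adjusted p = 0.0475, over all probes). CXCL10 and CXCL11 were well above background on 3 of 5 arrays at 0 hour and on every later array. To test the course, the mean over 4 and 10 hours was compared with that over 48 and 96 hours. The early mean minus the late one was 2.76 (adjusted p = 0.00631) for CCL20, 1.41 (adjusted p = 0.0108) for CXCL9, 1.62 (adjusted p = 0.00120) for CXCL10, 2.15 (adjusted p = 0.000860) for CXCL11 and 0.96 (adjusted p = 0.0260) for XCL1. It was -0.02 (adjusted p = 0.956) for CCL3, 0.60 (adjusted p = 0.198) for CCL4 and 0.88 (adjusted p = 0.0780) for XCL2. Of the 15 called values, 4 kept the call whichever donor was left out, and 6 kept it under every other alternative. CCL4 lost the call at 4 hours without E2 or E3 (adjusted p 0.0113 to 0.362) and at 10 hours without E2, E3 or background correction and with read day as a block, the scanner log ratios or the authors' normalized values (0.0198 to 0.363). CCL4 gained a call at 48 hours without E1 and with median centring or donor as a block (adjusted p 0.0142 to 0.377) and at 96 hours without E1 (0.0493 to 0.722). CCL20 lost the call at 4 hours without E2, E3 or E1 and with median centring (adjusted p 0.00752 to 0.128) and at 10 hours without E3 or E1 and with median centring or read day as a block (0.00644 to 0.432). CXCL9 lost the call at 10 hours without E2 or E1 and with read day as a block (adjusted p 0.000440 to 0.134). CXCL9 gained a call at 4 hours without E3 and with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block (adjusted p 0.0117 to 0.514) and at 48 hours without E3 and with read day as a block, the authors' normalized values or donor as a block (0.0222 to 0.388). CXCL10 lost the call at 4 hours without E2 or E1 (adjusted p 0.000436 to 0.117) and at 10 hours without E2 or E1 and with read day as a block (0.000556 to 0.134). CXCL10 gained a call at 48 hours with the scanner log ratios or the authors' normalized values (adjusted p 0.0299 to 0.529). CXCL11 lost the call at 4 hours without E2 or E1 and with median centring (adjusted p 0.00212 to 0.324) and at 10 hours without E2 or E1 and with read day as a block (0.00123 to 0.0990). XCL1 gained a call at 10 hours without E3 and with the authors' normalized values or donor as a block (adjusted p 0.0251 to 0.860). XCL2 lost the call at 4 hours without E3 or E1 and with median centring (adjusted p 0.00625 to 0.105) and at 10 hours without E3 or E1 and with read day as a block (0.00896 to 0.131). XCL2 gained a call at 48 hours without E2 and with read day as a block (adjusted p 0.0165 to 0.305) and at 96 hours without E2 (0.00694 to 0.779).

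**Figure D2:**
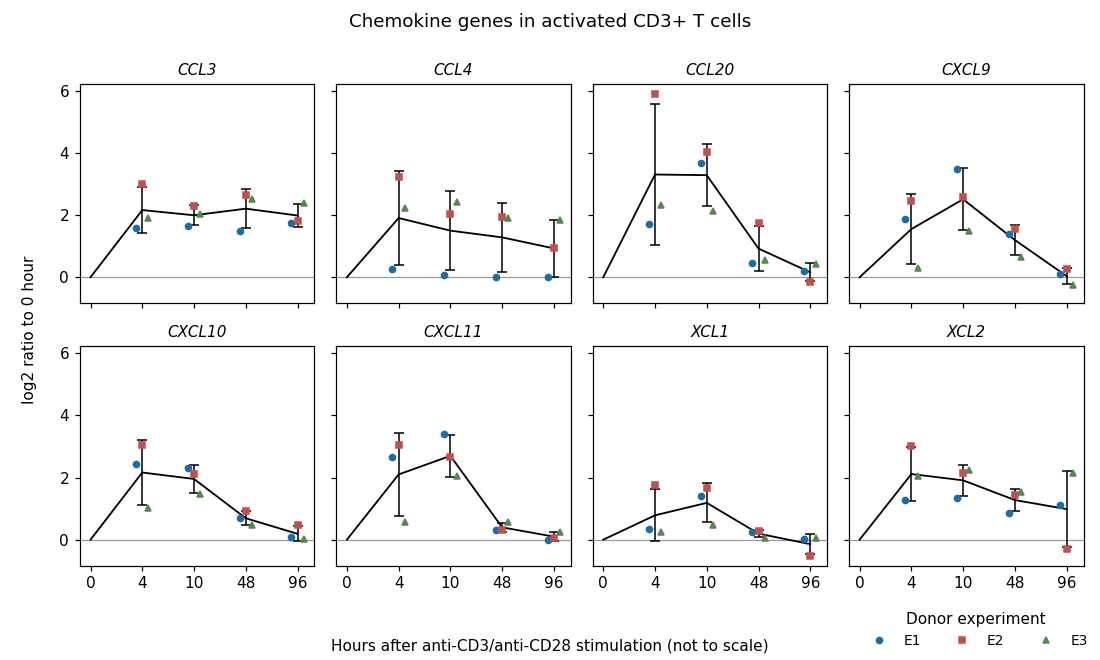
Expression of 8 chemokines in CD3+ T cells as the log2 ratio to 0 hour, by hours after activation (hours not to scale). Points are donors E1, E2 and E3, the black line is their mean and the bars are the SD. The means of CCL20, CXCL9, CXCL10 and CXCL11 are highest at 4 or 10 hours and lie between 0.04 and 0.19 at 96 hours, while that of CCL3 stays between 1.99 and 2.21.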

The strong upregulation of these genes is likely responsible for the proinflammatory response of T cells, including the recruitment of T cells as well as other leukocytes to the sites of inflammation. CCL20 is mainly secreted by epithelial cells and macrophages [21], and CXCL9, -10, -11 are mainly secreted by dendritic cells and macrophages [22,23]; their expressions have not been reported in T cells. Supernatant ELISA assays confirmed the significant continuous transcription upregulation of CCL20 (Figure 7), suggesting the induction of CCL20 secretion in T-cell activation. The preferential expression of XCL1 and XCL2 in CD8+ T cells suggests that these proteins might have roles in activation and/or functions of cytotoxic T cells [24]. A few chemokines showed high expression in resting T cells (CCL5, CCL18 and CXCL5), suggesting their importance in the homeostasis of resting T cells in the peripheral immune system. 

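At 0 hour the log2 ratio of Cy3 to Cy5, resting T cells to thymus reference, was 1.92 ± 0.20 for CCL5, -2.85 ± 0.29 for CCL18 and 1.14 ± 0.38 for CXCL5 (mean ± SD over 3 donors). All of them were well above background on 5 of 5 arrays. The ratio to the reference does not give an absolute level, and it was above 0 in 3 of 3 donors for CCL5 and CXCL5 and in none for CCL18. Relative to 0 hour, the course was as follows. CCL5 changed by -0.30 ± 0.74, -1.10 ± 0.24, -1.47 ± 0.51 and -0.98 ± 0.18 at 4, 10, 48 and 96 hours (adjusted p = 0.583, 0.00915, 0.000740 and 0.0144), lower in 2, 3, 3 and 3 of 3 donors. CCL18 changed by 0.31 ± 0.26, -0.12 ± 0.26, -0.40 ± 0.30 and -0.38 ± 0.64 at 4, 10, 48 and 96 hours (adjusted p = 0.403, 0.775, 0.159 and 0.188), lower in 0, 2, 3 and 2 of 3 donors. CXCL5 changed by -0.78 ± 0.21, -0.45 ± 0.59, -0.21 ± 0.15 and 0.63 ± 0.18 at 4, 10, 48 and 96 hours (adjusted p = 0.0488, 0.257, 0.589 and 0.0746), lower in 3, 2, 3 and 0 of 3 donors. CCL5 lost the call at 10 hours without E1 and with read day as a block (adjusted p 0.00714 to 0.191) and at 96 hours without E1 and with median centring or read day as a block (0.0116 to 0.126). CXCL5 lost the call at 4 hours without E2, E3, E1 or the filter on dim probes and with median centring or the first array of each sample (adjusted p 0.00834 to 0.262). CXCL5 gained a call at 96 hours with donor as a block (adjusted p 0.0177 to 0.360).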

Interferon gamma (IFNG), INFG-inducible protein 16 (IFI16), IFN regulatory factor 4 (IRF4), -1, and IFNG-inducible Guanylate binding proteins (GBP1 and -2) were all upregulated (Figure 5 and Figure 8A). 

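IFNG rose by 3.92 ± 1.29, 3.63 ± 1.16, 3.20 ± 1.22 and 1.88 ± 1.21 at 4, 10, 48 and 96 hours (adjusted p = 0.000204, 0.000311, 0.000241 and 0.0125), higher in 3 of 3 donors at each. IRF4 rose by 3.23 ± 0.79, 3.12 (2 donors against 3 at 0 hour), 2.74 ± 0.24 and 2.89 (2 donors against 3 at 0 hour) at 4, 10, 48 and 96 hours (adjusted p = 4.11e-05, 9.72e-05, 2.17e-05 and 4.34e-05), higher in every donor measured. IRF1 changed by 0.99 ± 0.22, 1.04 ± 0.11, -0.34 ± 0.12 and -0.90 ± 0.45 at 4, 10, 48 and 96 hours (adjusted p = 0.00238, 0.00125, 0.177 and 0.00221), higher in 3, 3, 0 and 0 of 3 donors. GBP1 changed by 0.44 ± 0.63, 1.72 ± 0.62, -0.46 ± 0.67 and -0.95 ± 0.81 at 4, 10, 48 and 96 hours (adjusted p = 0.716, 0.0331, 0.589 and 0.215), higher in 2, 3, 1 and 0 of 3 donors. GBP2 changed by 1.65 ± 0.60, 1.93 ± 0.42, 0.35 ± 0.39 and 1.03 ± 0.21 at 4, 10, 48 and 96 hours (adjusted p = 0.00162, 0.000474, 0.401 and 0.0153), higher in 3, 3, 2 and 3 of 3 donors. For IFI16, only the value at 96 hours was called. IRF1 was below its level at 0 hour in 3 of 3 donors at 48 and at 96 hours, and the call at 96 hours was for a decrease. The call held with any donor left out for 9 of 16 called values, and under every other alternative for 11. IFNG lost the call at 96 hours without E2 or E3 and with read day as a block (adjusted p 0.00412 to 0.237). IRF1 lost the call at 4 hours without E1 and with median centring (adjusted p 0.00103 to 0.0814) and at 96 hours without E3 and with median centring (0.000636 to 0.0736). GBP1 lost the call at 10 hours without E2 or E3 and with median centring or the scanner log ratios (adjusted p 0.00162 to 0.399). GBP1 gained a call at 96 hours with read day as a block or donor as a block (adjusted p 0.0350 to 0.408). GBP2 lost the call at 4 hours without E2 (adjusted p 6.12e-05 to 0.0716) and at 96 hours without E2 or E3 (0.00134 to 0.111).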

Supernatant ELISA assays revealed that the secreted IFNG protein level continuously increased throughout the 96 hours (Figure 8B). IFNG has important immunoregulatory functions such as antiviral and anti-tumor activity, and as an activator of macrophages [25], yet its functions in T-cell activation remains unknown. The orchestrated transcriptional regulation of IFN regulatory factors, IFNG, and INFG-inducible proteins and the significant induction of IFNG protein secretion suggest that IFNG secreted by T cells has an important role in T-cell activation.

**Figure 7:**
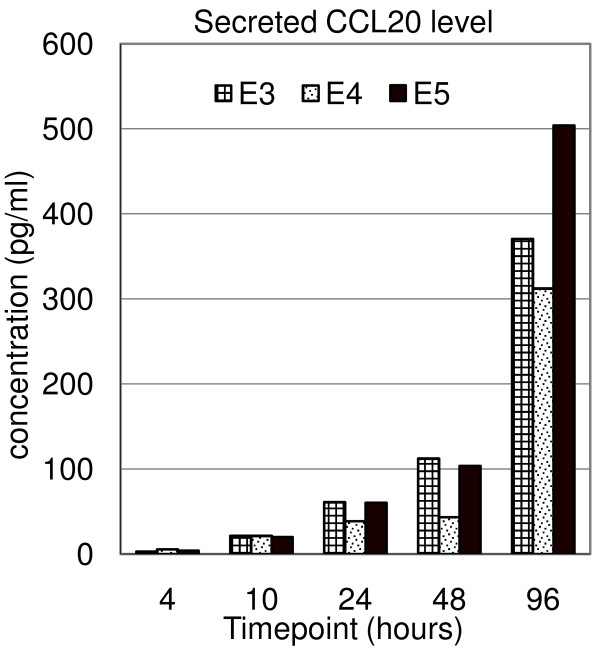
**Supernatant ELISA analysis of CCL20 secretion in three independent CD3+ T-cell experiments**. CD3+ T cells were selected, stimulated (by anti-CD3/anti-CD28 antibodies) and the supernatants were harvested at the indicated timepoints of culture. Data from three independent CD3+ T-cell experiments, E3–E5, are shown.

**Figure 8:**
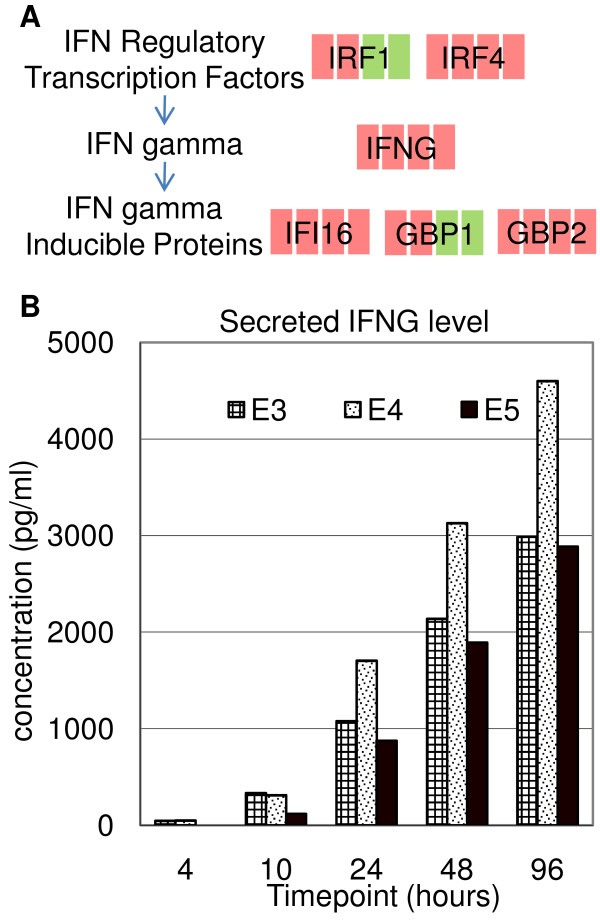
**Regulation of IFNG in T-cell activation**. (A) Schematic showing the significantly regulated genes associated with IFNG. The regulation of gene transcription in CD3+ T cells, compared to 0 hour, is denoted by different color (green: downregulation, red: upregulation) at each timepoint in the sequence of 4, 10, 48 and 96 hours. (B) Supernatant ELISA analysis of IFNG secretion in three independent CD3+ T-cell experiments, E3–E5. CD3+ T cells were selected, stimulated (by anti-CD3/anti-CD28 antibodies) and the supernatants were harvested at the indicated timepoints of culture.

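Interleukins IL2, IL23A, IL5 and IL8 were followed in CD3+ T cells. IL2 changed by 3.11 ± 1.43, 3.71 ± 1.32, 1.89 ± 0.57 and 0.13 ± 0.12 at 4, 10, 48 and 96 hours (adjusted p = 0.0103, 0.00266, 0.0610 and 0.926), higher in 3, 3, 3 and 2 of 3 donors. IL2 was well above background on 1 of 5 arrays at 0 hour and on every later array. Its mean over 4 and 10 hours exceeded that over 48 and 96 hours by 2.40 (adjusted p = 0.00244). IL8 changed by -0.10 ± 0.06 and 0.23 ± 0.18 at 48 and 96 hours (adjusted p = 0.867 and 0.656), higher in 0 and 3 of 3 donors. IL5 changed by 0.62 ± 0.48 and 0.11 ± 0.10 at 48 and 96 hours (adjusted p = 0.151 and 0.834), higher in 3 of 3 donors at each. IL2 lost the call at 4 hours without E2 or E1 (adjusted p 0.000339 to 0.173) and at 10 hours without E1 and with read day as a block (0.000288 to 0.127). IL2 gained a call at 48 hours without E3 and with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block (adjusted p 0.00111 to 0.248). IL5 gained a call at 48 hours with donor as a block (adjusted p 0.0396 to 0.475).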

Some of the interleukins (IL2, -23A, -5 and -8) were also upregulated, and with distinct patterns. The expression pattern of IL23A in CD3+ T cells was significantly different than that in CD4+ or CD8+ T cells. 

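In CD3+ T cells alone, IL23A changed by 2.91 (2 donors against 3 at 0 hour), 1.54 ± 0.49, 0.37 ± 0.26 and 1.97 ± 1.25 at 4, 10, 48 and 96 hours (adjusted p = 0.00306, 0.0364, 0.635 and 0.00878), higher in every donor measured. The difference of 48 from 10 hours was -1.17 (adjusted p = 0.151) and that of 96 from 48 hours 1.60 (adjusted p = 0.0489). The comparison with CD4+ and CD8+ T cells rests on samples outside the arrays analysed here. IL23A lost the call at 4 hours without E3 (adjusted p 6.20e-05 to 0.0663), at 10 hours without E2, E3, E1 or background correction and with median centring, read day as a block, the scanner log ratios or the authors' normalized values (0.0261 to 0.152) and at 96 hours without E3 or E1 (8.47e-05 to 0.0936).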

Expressed by activated dendritic cells, IL23 has anti-tumor effects through inducing CD4+ T-cell proliferation and its anti-tumor effects are reportedly to be inhibited by the depletion of CD4+ or CD8+ subset [26]. These expression differences among the three populations suggest that IL23A might be implicated in the communication between CD4+ and CD8+ T cells. 

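The early time points of IL5 and IL8 were 4 and 10 hours. IL5 changed by 0.62 ± 0.36 and 0.75 ± 0.51 at 4 and 10 hours (adjusted p = 0.224 and 0.110), higher in 3 of 3 donors at each. At 0 hour IL5 was well above background on 1 of 5 arrays. IL8 changed by 1.41 ± 0.74 and 0.56 ± 0.41 at 4 and 10 hours (adjusted p = 0.00899 and 0.280), higher in 3 of 3 donors at each. Between 4 and 10 hours IL8 changed by -0.86 (adjusted p = 0.183). IL5 gained a call at 10 hours with donor as a block (adjusted p 0.0226 to 0.890). IL8 lost the call at 4 hours without E2 or E1 (adjusted p 0.00205 to 0.130).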

Early upregulation of IL5 (reportedly a B-cell and eosinophil differentiation factor) [27] and IL8 (a neutrophil-activating factor) [28] suggests that they might have important roles in T cells as activating/differentiation factors. 

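IL1B changed by 0.65 ± 0.45, 0.52 ± 0.37, -0.18 ± 0.33 and -0.40 ± 0.22 at 4, 10, 48 and 96 hours (adjusted p = 0.137, 0.226, 0.696 and 0.305), higher in 3, 3, 1 and 0 of 3 donors. IL15 changed by -0.05 ± 0.07, 0.09 ± 0.23, -0.48 ± 0.22 and -0.32 ± 0.17 at 4, 10, 48 and 96 hours (adjusted p = 0.906, 0.758, 0.0197 and 0.123), lower in 2, 1, 3 and 3 of 3 donors. The mean of IL1B over 4 and 10 hours exceeded that over 48 and 96 hours by 0.88 (adjusted p = 0.00290), and that of IL15 by 0.42 (adjusted p = 0.00564). IL1B gained a call at 4 hours without E3 and with donor as a block (adjusted p 0.0255 to 0.562). IL15 lost the call at 48 hours without E2, E3 or E1 and with median centring (adjusted p 0.00642 to 0.167). IL15 gained a call at 96 hours with the authors' normalized values (adjusted p 0.0400 to 0.702).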

The downregulation (at 48–96 hours) of IL1B, mainly secreted by macrophages [29], and IL15, an important cytokine in lymphocyte survival [30], upon anti-CD3/anti-CD28 stimulation was unexpected.

A few members of the TNF family (TNFSF6 (FASLG), -4, -5 and TNF) were upregulated while others (LTB (TNFSF3) and TNFSF12-TNFSF13) were downregulated. 

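TNFSF5 is CD40LG, and FASLG is listed as TNFSF6 on the arrays. FASLG changed by 2.12 ± 0.97, 2.09 ± 0.45, 1.65 ± 0.38 and 0.66 ± 0.26 at 4, 10, 48 and 96 hours (adjusted p = 0.000571, 0.000483, 0.000933 and 0.132), higher in 3 of 3 donors at each. TNFSF4 changed by -0.08 ± 0.05, -0.05 ± 0.21, 0.83 ± 0.73 and 0.15 ± 0.83 at 4, 10, 48 and 96 hours (adjusted p = 0.930, 0.953, 0.0555 and 0.772), higher in 0, 2, 3 and 2 of 3 donors. TNFSF5 changed by 1.85 ± 0.21, 0.26 ± 0.26, 0.60 ± 0.11 and -0.18 ± 0.20 at 4, 10, 48 and 96 hours (adjusted p = 6.98e-05, 0.433, 0.0284 and 0.544), higher in 3, 3, 3 and 1 of 3 donors. TNF changed by 2.80 ± 0.53, 2.74 ± 0.85, 2.31 ± 0.51 and 0.84 ± 1.30 at 4, 10, 48 and 96 hours (adjusted p = 0.00167, 0.00139, 0.00208 and 0.229), higher in 3, 3, 3 and 2 of 3 donors. LTB changed by -1.25 (2 donors against 3 at 0 hour), -0.98 (2 donors against 3 at 0 hour), -1.04 ± 0.54 and -1.61 ± 0.51 at 4, 10, 48 and 96 hours (adjusted p = 0.0194, 0.0444, 0.0128 and 0.00146), lower in every donor measured. TNFSF12 changed by -0.12 ± 0.16, -0.08 ± 0.18, -0.15 ± 0.10 and -0.11 ± 0.07 at 4, 10, 48 and 96 hours (adjusted p = 0.528, 0.687, 0.274 and 0.458), lower in 2, 2, 3 and 3 of 3 donors. The probe for the joint transcript TNFSF12-TNFSF13 changed by -0.14 ± 0.07, -0.20 ± 0.08, 0.04 ± 0.13 and -0.0035 ± 0.09 at 4, 10, 48 and 96 hours (adjusted p = 0.273, 0.0719, 0.737 and 0.98), lower in 3, 3, 1 and 2 of 3 donors. TNFSF4 was well above background on 3 of 5 arrays at 0 hour, 2 of 3 at 4 hours and 3 of 4 at 96 hours. A second probe of FASLG had 0.76 at 48 hours (adjusted p = 0.0815, over all probes). Called values numbered 12, of which 5 stayed called with each donor left out in turn and 8 under every other alternative. TNFSF4 gained a call at 48 hours without E2 or background correction and with read day as a block, donor as a block or the first array of each sample (adjusted p 0.0210 to 0.234). TNFSF5 lost the call at 48 hours without E2 or E3 and with median centring, the scanner log ratios or the authors' normalized values (adjusted p 0.00717 to 0.286). TNF lost the call at 4 hours without E1 (adjusted p 0.00130 to 0.0714), at 10 hours without E1 (0.00105 to 0.0780) and at 48 hours without E1 (0.00131 to 0.0744). LTB lost the call at 4 hours without E2 and with median centring (adjusted p 0.00996 to 0.407), at 10 hours without E2, E1 or background correction and with median centring, read day as a block or the authors' normalized values (0.0227 to 0.819) and at 48 hours without E2 and with median centring (0.00524 to 0.170). TNFSF12 gained a call at 48 hours with the scanner log ratios (adjusted p 0.0365 to 0.815). TNFSF12-TNFSF13 gained a call at 10 hours with the scanner log ratios or the authors' normalized values (adjusted p 0.00891 to 0.576).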

A preferential expression in CD8+ T cells especially at 72 hours was observed for TNFSF4. TNFSF4 has been hypothesized to have costimulatory functions in both CD4+ and CD8+ subsets [31,32]. However, no subset-specific functions of TNFSF4 have been reported. Flow-cytometric analysis confirmed its significant upregulation at 72 hours in CD8+ T cells (Figure 4B). This preferential expression suggests that in CD8+ T cells, TNFSF4 might play an important role, possibly with cytotoxic effector functions besides the reported costimulatory functions.

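GPI changed by -0.18 ± 0.26, 0.62 ± 0.26, 0.88 ± 0.31 and 1.08 ± 0.34 at 4, 10, 48 and 96 hours (adjusted p = 0.641, 0.0283, 0.00206 and 0.000767), higher in 1, 3, 3 and 3 of 3 donors. OSM changed by -0.15 ± 0.46, -0.24 ± 0.42, 1.27 ± 0.25 and 1.70 ± 0.28 at 4, 10, 48 and 96 hours (adjusted p = 0.871, 0.730, 0.0112 and 0.00265), higher in 1, 1, 3 and 3 of 3 donors. MIF changed by -0.31 ± 0.11, 0.61 ± 0.26, 1.16 ± 0.41 and 1.03 ± 0.48 at 4, 10, 48 and 96 hours (adjusted p = 0.277, 0.0197, 0.000155 and 0.000562), higher in 0, 3, 3 and 3 of 3 donors. The mean over 4 and 10 hours minus that over 48 and 96 hours was -0.76 (adjusted p = 0.000515) for GPI, -1.68 (adjusted p = 0.000159) for OSM and -0.95 (adjusted p = 4.56e-05) for MIF. Whichever donor was left out, 3 of the 8 called values stayed called; 6 did so under every other alternative. GPI lost the call at 10 hours without E2 or E1 and with median centring, read day as a block or the authors' normalized values (adjusted p 0.0254 to 0.435) and at 48 hours without E2 (0.000740 to 0.0743). OSM lost the call at 48 hours without E2 (adjusted p 0.000222 to 0.228) and at 96 hours without E2 (4.25e-05 to 0.114). MIF lost the call at 10 hours without E3 or E1 and with median centring, the scanner log ratios, the authors' normalized values or the first array of each sample (adjusted p 0.0162 to 0.279).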

A few cytokines (GPI, OSM and MIF) also displayed increased expression mainly at 10–96 hours. Neither the expression nor the function of these genes has been previously reported in T cells.

### Receptors

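IL2RA rose by 2.28 ± 0.64, 2.75 ± 0.42, 2.79 ± 0.48 and 3.12 ± 0.68 at 4, 10, 48 and 96 hours (adjusted p = 0.000110, 4.06e-05, 6.18e-06 and 2.58e-06), higher in 3 of 3 donors at each. Its F test over time had an adjusted p = 6.07e-06. ICOS rose by 1.44 ± 0.17, 1.42 ± 0.26, 1.03 ± 0.09 and 1.22 (2 donors against 3 at 0 hour) at 4, 10, 48 and 96 hours (adjusted p = 0.0175, 0.0141, 0.0445 and 0.0401), higher in every donor measured. ICOS had an F test with an adjusted p = 0.0243. A second probe of ICOS had 0.26 at 96 hours (adjusted p = 0.209, over all probes). IL21R rose by 1.37 ± 0.45 and 1.07 ± 0.46 at 4 and 10 hours (adjusted p = 0.00207 and 0.00657), higher in 3 of 3 donors at each. ICOS lost the call at 4 hours without E2 or E1 and with median centring (adjusted p 2.76e-05 to 0.239), at 10 hours without E2 or E1 and with median centring (2.18e-05 to 0.218), at 48 hours without E2, E1 or background correction and with median centring, the scanner log ratios, the authors' normalized values or the first array of each sample (5.17e-05 to 0.291) and at 96 hours without E2, E1 or background correction and with median centring, the scanner log ratios, the authors' normalized values, the first array of each sample or the mean of its probes (5.02e-05 to 0.231). IL21R lost the call at 4 hours without E2 (adjusted p 4.46e-05 to 0.109) and at 10 hours without E2 and with median centring or read day as a block (0.000873 to 0.191).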

The upregulation of several key receptors (IL2RA (CD25), ICOS, and IL21R) was expected and confirms the validity of our data. However, the temporal expression patterns of these upregulated receptors, including those expressed throughout these experiments (IL2RA (CD25), ADORA2B), early (IL4R, IL21R, FAS) or late (IL1R2, TNFRSF8 and CTLA4), provide new insights that reflect their roles in T-cell activation. For instance, the late upregulation of CLTA4 is consistent with its inhibitory functions in T-cell activation [31]. 

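ADORA2B changed by 0.29 ± 0.14, 0.81 ± 0.39, 0.68 ± 0.02 and 0.91 ± 0.37 at 4, 10, 48 and 96 hours (adjusted p = 0.437, 0.0117, 0.0181 and 0.00475), higher in 3 of 3 donors at each. IL4R rose by 1.05 ± 0.11 and 0.94 (2 donors against 3 at 0 hour) at 4 and 10 hours (adjusted p = 0.000177 and 0.000556), higher in every donor measured. IL21R changed by 0.54 ± 0.07 and 0.57 ± 0.18 at 48 and 96 hours (adjusted p = 0.109 and 0.101), higher in 3 of 3 donors at each. TNFRSF8 changed by 0.31 ± 0.26, 0.66 ± 0.33, 1.68 ± 0.10 and 1.00 ± 0.07 at 4, 10, 48 and 96 hours (adjusted p = 0.130, 0.00223, 1.52e-06 and 7.62e-05), higher in 3 of 3 donors at each. A second probe of TNFRSF8 had 0.45 at 10 hours (adjusted p = 0.430, over all probes). CTLA4 changed by 0.01 ± 0.31, -0.03 ± 0.31, 0.50 ± 0.56 and 1.07 ± 0.03 at 4, 10, 48 and 96 hours (adjusted p = 0.982, 0.947, 0.0738 and 0.00148), higher in 2, 1, 3 and 3 of 3 donors. The mean over 4 and 10 hours minus that over 48 and 96 hours was tested for each receptor. It was -0.44 (adjusted p = 0.0797, 0.0380 with donor as a block) for IL2RA and -0.24 (adjusted p = 0.206) for ADORA2B. It was 0.81 (adjusted p = 2.83e-05) for IL4R, 0.67 (adjusted p = 0.00840) for IL21R and 0.58 (adjusted p = 0.00609) for FAS. For the late receptors it was -0.82 (adjusted p = 0.00837) for IL1R2, -0.85 (adjusted p = 8.68e-06) for TNFRSF8 and -0.79 (adjusted p = 0.000718) for CTLA4. Whichever donor was left out, 9 of the 19 called values of the 8 receptors stayed called; 9 did so under every other alternative. ADORA2B lost the call at 10 hours without E2 or E1 and with median centring or read day as a block (adjusted p 0.00513 to 0.458), at 48 hours without E3 or E1 and with median centring (0.00293 to 0.161) and at 96 hours without E3 or E1 and with median centring (0.00373 to 0.0740). TNFRSF8 lost the call at 10 hours without E2 or E3 and with median centring or the mean of its probes (adjusted p 0.00119 to 0.0820). TNFRSF8 gained a call at 4 hours with the scanner log ratios (adjusted p 0.0386 to 0.784). IL4R lost the call at 4 hours with median centring (adjusted p 0.000164 to 0.106) and at 10 hours with median centring (0.000521 to 0.0539). IL21R gained a call at 48 hours with read day as a block or donor as a block (adjusted p 0.00771 to 0.473) and at 96 hours with donor as a block (0.0264 to 0.554).

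**Figure D3:**
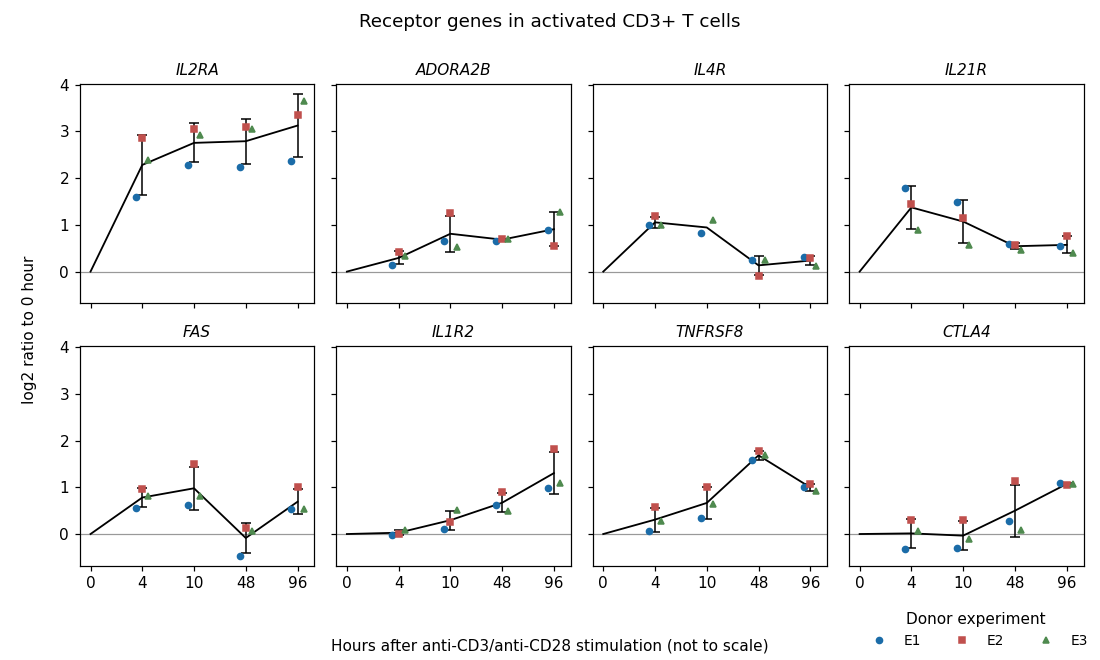
Expression of 8 receptors in CD3+ T cells as the log2 ratio to 0 hour, by hours after activation (hours not to scale). Points are donors E1, E2 and E3, the black line is the value given in the text and the bars are the SD where all 3 donors were measured. IL2RA starts at 2.28 at 4 hours and is highest at 96 hours, IL4R falls from 1.05 at 4 hours to 0.13 at 48 hours, and TNFRSF8, drawn for its brightest probe, is highest at 48 hours with 1.68, while its other probe is higher at 96 hours (1.71) than at 48 hours (1.00).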

The upregulation of FAS at 4–10 hours implies that FAS might have facilitating functions in early T-cell activation in addition to its known role in inducing apoptosis in fully activated cells [33]. 

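FAS, listed as TNFRSF6, changed by 0.78 ± 0.20, 0.98 ± 0.46, -0.08 ± 0.33 and 0.69 ± 0.27 at 4, 10, 48 and 96 hours (adjusted p = 0.0176, 0.00361, 0.814 and 0.0205), higher in 3, 3, 2 and 3 of 3 donors. FAS differed between 10 and 48 hours by -1.06 (adjusted p = 0.00300) and between 48 and 96 hours by 0.78 (adjusted p = 0.0222). FAS lost the call at 4 hours without E2, E3 or E1 and with median centring (adjusted p 0.00148 to 0.106), at 10 hours without E2 and with read day as a block (0.000603 to 0.0592) and at 96 hours without E2, E3 or E1 and with the authors' normalized values (0.00449 to 0.105).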

The IL4 receptor is critical for inducing the development of the Th2 lineage of effector T cells [34]. 

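IL4R changed by 0.13 ± 0.20 and 0.24 ± 0.10 at 48 and 96 hours (adjusted p = 0.477 and 0.182), higher in 2 and 3 of 3 donors. From 10 to 48 hours IL4R changed by -0.81 (adjusted p = 0.00177). The mean of IL5 over 4 and 10 hours minus that over 48 and 96 hours was 0.32 (adjusted p = 0.268).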

The simultaneous early upregulation of IL4R and IL5 (a signature cytokine of Th2 cells) suggests that the Th1/Th2 balance might be biased towards the Th2 direction in our experiments. Significant differential expression of receptors, which have not been reported in T cells, call for attention to their possible role in T-cell activation. These include the upregulation of IL1R2 (as well as its binding proteins IL1RN and IL1RAP) at 96 hours and the constant upregulation of ADORA2B (G protein-coupled adenosine A2b receptor). 

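IL1R2 changed by 0.03 ± 0.06, 0.30 ± 0.20, 0.67 ± 0.21 and 1.30 ± 0.46 at 4, 10, 48 and 96 hours (adjusted p = 0.974, 0.597, 0.110 and 0.00572), higher in 2, 3, 3 and 3 of 3 donors. IL1RN changed by 0.19 ± 0.14, -0.01 ± 0.19, 0.39 ± 0.21 and 2.30 ± 0.47 at 4, 10, 48 and 96 hours (adjusted p = 0.618, 0.991, 0.140 and 2.20e-06), higher in 3, 2, 3 and 3 of 3 donors. IL1RAP changed by -0.11 ± 0.09, -0.14 ± 0.15, 0.04 ± 0.17 and 0.63 ± 0.11 at 4, 10, 48 and 96 hours (adjusted p = 0.640, 0.494, 0.834 and 0.00130), higher in 0, 1, 2 and 3 of 3 donors. From 48 to 96 hours the change was 0.63 (adjusted p = 0.229, 0.0260 with donor as a block) for IL1R2, 1.91 (adjusted p = 0.000105) for IL1RN and 0.58 (adjusted p = 0.00544) for IL1RAP. IL1R2 lost the call at 96 hours without E3 (adjusted p 0.000149 to 0.0592). IL1R2 gained a call at 48 hours with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block (adjusted p 0.00900 to 0.281). IL1RN gained a call at 48 hours with the scanner log ratios or donor as a block (adjusted p 0.0343 to 0.587).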

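In CD3+ T cells, TNFRSF9 changed by 0.57 ± 0.48, 1.03 ± 0.45, 0.72 ± 0.28 and 0.84 ± 0.46 at 4, 10, 48 and 96 hours (adjusted p = 0.243, 0.0211, 0.0741 and 0.0458), higher in 3 of 3 donors at each. Its F test over time had an adjusted p = 0.0617. TNFRSF9 lost the call at 10 hours without E2 or E1 and with median centring, read day as a block or the authors' normalized values (adjusted p 0.0133 to 0.212) and at 96 hours without E3, E1 or background correction and with median centring, the scanner log ratios, the authors' normalized values or the first array of each sample (0.030 to 0.199). TNFRSF9 gained a call at 48 hours with read day as a block (adjusted p 0.0302 to 0.275).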

Extensive upregulation of TNFRSF9 was observed in CD8+ subsets through 6–72 hours, but not in CD3+ T cells or CD4+ T cells. Flow cytometry analysis supported this preferential expression of TNFRSF9 in CD8+ T cells at the protein level (Figure 4C). TNFRSF9 has been reported as a costimulatory receptor in T cells, but not in a subset specific manner [25]. This continuous strong upregulation of TNFRSF9 in CD8+ T cells indicates its specific involvement in the activation, proliferation and differentiation of cytotoxic T cells.

Transcription of a number of other receptors, not previously reported in the context of T-cell action, was downregulated, likely to help achieve an efficient T-cell activation. These include IL7R (which shares the IL2 receptor gamma chain (IL2RG) with IL2RA) [35], CCR5, TNFRSF25 and TNFRSF1A (apoptosis inducing receptors) [36,37], CCR7 (enabling cells for secondary lymphoid organ homing) [38] and IL6R (regulating cell growth and differentiation in neutrophils) [39]. 

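IL7R changed by -0.0044 ± 0.33, -1.79 ± 0.81, -2.52 ± 0.64 and -3.35 ± 0.86 at 4, 10, 48 and 96 hours (adjusted p = 0.998, 0.0147, 0.000925 and 0.000168), lower in 1, 3, 3 and 3 of 3 donors. TNFRSF25 changed by -0.50 ± 0.51, -0.43 ± 0.34, -1.31 ± 0.62 and -2.15 ± 1.00 at 4, 10, 48 and 96 hours (adjusted p = 0.369, 0.411, 0.00482 and 0.000207), lower in 3 of 3 donors at each. TNFRSF1A changed by -0.56 ± 0.32, -0.73 ± 0.34, -0.36 ± 0.31 and -0.06 ± 0.14 at 4, 10, 48 and 96 hours (adjusted p = 0.0955, 0.0234, 0.233 and 0.881), lower in 3, 3, 3 and 2 of 3 donors. CCR7 changed by 0.20 ± 0.21, -0.09 ± 0.36, -1.33 ± 0.13 and -0.40 ± 0.36 at 4, 10, 48 and 96 hours (adjusted p = 0.697, 0.867, 0.000550 and 0.228), lower in 0, 1, 3 and 3 of 3 donors. IL6R changed by -0.15 (2 donors against 3 at 0 hour), -0.43 ± 0.09, -0.62 ± 0.07 and -0.81 ± 0.18 at 4, 10, 48 and 96 hours (adjusted p = 0.543, 0.0168, 0.00111 and 0.000244), lower in every donor measured. Of the 10 called values, 6 kept the call whichever donor was left out, and 7 kept it under every other alternative. IL7R lost the call at 10 hours without E2 and with read day as a block (adjusted p 0.00358 to 0.314). TNFRSF25 lost the call at 48 hours without E2 or E3 (adjusted p 0.000270 to 0.132). TNFRSF25 gained a call at 4 hours without E1 (adjusted p 0.0330 to 0.916). TNFRSF1A lost the call at 10 hours without E2, E3 or E1 and with median centring or read day as a block (adjusted p 0.00239 to 0.158). TNFRSF1A gained a call at 4 hours with the authors' normalized values or donor as a block (adjusted p 0.0251 to 0.455) and at 48 hours with the authors' normalized values (0.0132 to 0.952). IL6R lost the call at 10 hours without E2, E3 or E1 and with median centring or read day as a block (adjusted p 0.00683 to 0.262).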

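IL2RG changed by 0.30 ± 0.28, -0.17 ± 0.13, -0.78 ± 0.34 and 0.20 ± 0.37 at 4, 10, 48 and 96 hours (adjusted p = 0.483, 0.701, 0.0166 and 0.568), lower in 0, 3, 3 and 1 of 3 donors. ITGAL changed by -1.54 ± 0.36, -1.60 ± 0.44, -1.14 ± 0.23 and -0.71 ± 0.55 at 4, 10, 48 and 96 hours (adjusted p = 0.00639, 0.00381, 0.0150 and 0.131), lower in 3 of 3 donors at each. ITGB1 changed by -0.46 ± 0.37, -0.97 ± 0.57, -1.39 ± 0.65 and -1.23 ± 0.30 at 4, 10, 48 and 96 hours (adjusted p = 0.557, 0.102, 0.0133 and 0.0327), lower in 3 of 3 donors at each. ITGB2 changed by -1.72 ± 0.24, -2.30 ± 0.62, -1.62 ± 0.58 and -0.47 (2 donors against 3 at 0 hour) at 4, 10, 48 and 96 hours (adjusted p = 0.0102, 0.00138, 0.00585 and 0.472), lower in every donor measured. The call held with any donor left out for 2 of 9 called values, and under every other alternative for 4. IL2RG lost the call at 48 hours without E2 or E1 and with median centring (adjusted p 0.00277 to 0.455). ITGAL lost the call at 4 hours without E2 or E3 (adjusted p 9.69e-05 to 0.0868), at 10 hours with read day as a block (0.00146 to 0.0552) and at 48 hours without E3 or E1 (0.000180 to 0.0975). ITGAL gained a call at 96 hours with read day as a block (adjusted p 0.00218 to 0.432). ITGB1 lost the call at 48 hours without E3 or E1 (adjusted p 0.000260 to 0.0669) and at 96 hours without E2, E3 or E1 and with read day as a block (0.000921 to 0.138). ITGB1 gained a call at 10 hours with the authors' normalized values or donor as a block (adjusted p 0.00492 to 0.288). ITGB2 lost the call at 4 hours without E2 or E3 and with median centring (adjusted p 0.000675 to 0.133) and at 48 hours without E3 and with median centring (0.000265 to 0.115). ITGB2 gained a call at 96 hours with read day as a block (adjusted p 0.0308 to 0.948).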

The unexpected downregulation of IL2RG (as opposed to the strong upregulated IL2RA) and of integrins (ITGAL, ITGB1 and ITGB2), the components of LFA-1 (reportedly a receptor for costimulatory signal in T-cell activation [40]), was somewhat surprising and deserves detailed attention.

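CD83 changed by 2.42 ± 0.29, 2.81 ± 0.24, 1.5 ± 0.59 and 1.01 ± 1.26 at 4, 10, 48 and 96 hours (adjusted p = 0.00543, 0.00155, 0.0326 and 0.162), higher in 3, 3, 3 and 2 of 3 donors. SLAMF1 changed by 2.62 ± 0.14, 0.82 ± 0.45, 0.40 ± 0.22 and 0.71 ± 0.38 at 4, 10, 48 and 96 hours (adjusted p = 1.81e-05, 0.0158, 0.196 and 0.0275), higher in 3 of 3 donors at each. CD59 changed by 0.94 ± 0.13, 0.94 ± 0.14, -0.10 ± 0.49 and -0.28 (2 donors against 3 at 0 hour) at 4, 10, 48 and 96 hours (adjusted p = 0.0903, 0.0752, 0.873 and 0.648), higher in 3 of 3, 3 of 3, 1 of 3 and 1 of 2 donors. CD72 changed by -0.17 ± 0.03, -0.10 ± 0.12, 0.21 ± 0.16 and 0.74 ± 0.55 at 4, 10, 48 and 96 hours (adjusted p = 0.723, 0.820, 0.516 and 0.0160), higher in 0, 1, 3 and 3 of 3 donors. At 4 hours CD72 was well above background on 0 of 3 arrays, so the size of its change there is not known, and no decrease was called. Early minus late, the means of 4 and 10 and of 48 and 96 hours differed by 1.17 (adjusted p = 6.61e-05) for SLAMF1, 1.13 (adjusted p = 0.00444) for CD59 and -0.61 (adjusted p = 0.00500) for CD72. Called values numbered 7, of which 2 stayed called with each donor left out in turn and 4 under every other alternative. CD83 lost the call at 4 hours without E3 (adjusted p 0.000129 to 0.0507) and at 48 hours without E3 or E1 (0.000749 to 0.176). CD83 gained a call at 96 hours with read day as a block (adjusted p 0.00272 to 0.668). SLAMF1 lost the call at 10 hours without E2 or E1 and with read day as a block (adjusted p 0.00948 to 0.279) and at 96 hours without E2, E3 or E1 and with the scanner log ratios (0.00168 to 0.115). CD59 gained a call at 4 hours with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block (adjusted p 0.00325 to 0.371) and at 10 hours with median centring, the scanner log ratios, the authors' normalized values or donor as a block (0.0166 to 0.306). CD72 lost the call at 96 hours without E3 or E1 and with median centring or read day as a block (adjusted p 0.00582 to 0.267).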

Our data reveal the transcriptional dynamics of a few preciously reported upregulated cell-surface antigens including CD83 [41] (expressed throughout) and SLAMF1 (CD150) [42] (expressed early), and novel ones such as CD59 (expressed early) and CD72 (expressed late). 

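For CD83 in CD3+ T cells, the mean over 4 and 10 hours exceeded that over 48 and 96 hours by 1.36 (adjusted p = 0.00884). It differed by 0.39 (adjusted p = 0.900) between 4 and 10 hours, -1.30 (adjusted p = 0.12) between 10 and 48 hours and -0.50 (adjusted p = 0.668) between 48 and 96 hours.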

Interestingly, CD83 showed increased expression upon stimulation in CD3+ T cells, decreased expression at 24–72 hours in CD4+ T cells, but no change in CD8+ T cells. CD83 expressed on dendritic cells delivers costimulatory signals to T cells for activation [43], and CD83 expressed on T cells has been hypothesized to be involved in T-cell activation with its detailed function yet to be defined [41]. These apparently different expression patterns among the three populations indicate that CD83 might have different roles in CD4+ versus CD8+ subsets, and may be possibly implicated in the communication of the subsets. In contrast to CD3+ or CD4+ T cells, SLAMF7 showed significant increased expression in CD8+ T cells at 6–24 hours. 

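In CD3+ T cells, SLAMF7 changed by -0.06 ± 0.59, -0.11 ± 0.34, -0.22 ± 0.27 and -0.23 ± 0.22 at 4, 10, 48 and 96 hours (adjusted p = 0.914, 0.797, 0.468 and 0.439), lower in 2, 1, 3 and 3 of 3 donors. SLAMF7 was not called under any alternative at any time point.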

SLAMF7 regulates the cytotoxity of NK cells [44], and migration/adhesion of B cells [45]; however, its function in T cells has not been reported. This preferential expression of SLAMF7 in CD8+ T cells suggests that it might be involved in the development of the cytotoxicity of CD8+ T cells.

Among the mainly downregulated cell-surface antigens, the simultaneous downregulation of CD3D, CD3G, TRAT1 (TCR-associated transmembrane adaptor 1) and TYROBP (ZAP70 binding protein) along with the downregulation of LCK and ZAP70 (TCR associated tyrosine kinases) are likely part of the orchestrated regulation of T-cell activation. 

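TRAT1 is listed as TRIM on the arrays. CD3D changed by 0.33 ± 0.30, -0.03 ± 0.13, -0.58 ± 0.23 and -0.09 ± 0.06 at 4, 10, 48 and 96 hours (adjusted p = 0.188, 0.947, 0.00869 and 0.723), lower in 0, 2, 3 and 3 of 3 donors. CD3G changed by -0.47 ± 0.18, -1.12 ± 0.06, -1.08 ± 0.32 and -1.16 ± 0.57 at 4, 10, 48 and 96 hours (adjusted p = 0.116, 0.00102, 0.000534 and 0.000458), lower in 3 of 3 donors at each. TRAT1 changed by 0.91 ± 0.33, -0.08 ± 0.30, -0.80 ± 0.33 and -0.96 ± 0.21 at 4, 10, 48 and 96 hours (adjusted p = 0.0225, 0.885, 0.0209 and 0.0105), lower in 0, 2, 3 and 3 of 3 donors. TYROBP changed by -0.46 ± 0.30, -0.64 ± 0.40, -0.88 ± 0.35 and -0.65 ± 0.53 at 4, 10, 48 and 96 hours (adjusted p = 0.109, 0.0200, 0.00172 and 0.0153), lower in 3 of 3 donors at each. LCK changed by -1.06 ± 0.15, -1.41 ± 0.23, -0.48 ± 0.17 and -0.51 ± 0.56 at 4, 10, 48 and 96 hours (adjusted p = 0.0102, 0.00133, 0.161 and 0.148), lower in 3 of 3 donors at each. ZAP70 changed by -0.88 ± 0.15, -1.41 ± 0.21, -0.78 ± 0.33 and -0.72 ± 0.42 at 4, 10, 48 and 96 hours (adjusted p = 0.00959, 0.000413, 0.00823 and 0.0172), lower in 3 of 3 donors at each. TRAT1 was higher than at 0 hour at 4 hours and lower at 48 and 96 hours. At 48 hours the 6 genes were lower in 3 of 3 donors each, and 5 of them were called; at 96 hours 4 were called. Whichever donor was left out, 5 of the 16 called values stayed called; 5 did so under every other alternative. CD3D lost the call at 48 hours without E3 or E1 and with median centring (adjusted p 0.00391 to 0.466). CD3G lost the call at 48 hours with median centring (adjusted p 0.000411 to 0.0621). TRAT1 lost the call at 4 hours without E2, E3 or E1 and with median centring, the scanner log ratios or the authors' normalized values (adjusted p 0.00441 to 0.195), at 48 hours without E2 or E1 and with median centring (0.00457 to 0.223) and at 96 hours without E2 and with read day as a block (0.00193 to 0.105). TYROBP lost the call at 10 hours without E2, E3 or E1 and with read day as a block or the first array of each sample (adjusted p 0.0129 to 0.682) and at 96 hours without E2 or E3 and with median centring or read day as a block (0.00620 to 0.606). LCK lost the call at 4 hours without E2 or E3 and with median centring (adjusted p 0.00148 to 0.159) and at 10 hours without E2 (0.000463 to 0.0529). LCK gained a call at 48 hours with read day as a block (adjusted p 0.0361 to 0.819) and at 96 hours with read day as a block (0.00605 to 0.702). ZAP70 lost the call at 4 hours without E2 or E1 and with median centring (adjusted p 0.00131 to 0.181), at 48 hours without E2 and with median centring (0.00119 to 0.220) and at 96 hours without E2 or E1 and with median centring, read day as a block or the authors' normalized values (0.00265 to 0.210).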

CD53, CD96, and CD97 shared similar expression patterns (upregulated at 4 hours and then downregulated at 48–96 hours). However, little is known about their roles in T-cell activation. 

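CD53 changed by 0.58 ± 0.56, 0.25 ± 0.69, -1.29 ± 0.37 and -0.41 ± 0.70 at 4, 10, 48 and 96 hours (adjusted p = 0.292, 0.684, 0.00631 and 0.384), lower in 1, 1, 3 and 2 of 3 donors. CD96 changed by 0.44 ± 0.27, 0.09 ± 0.07, -1.27 ± 0.35 and -0.70 ± 0.03 at 4, 10, 48 and 96 hours (adjusted p = 0.128, 0.823, 0.000124 and 0.0108), lower in 0, 0, 3 and 3 of 3 donors. CD97 changed by 1.32 ± 0.24, 0.07 ± 0.38, -0.91 ± 0.29 and -0.06 ± 0.25 at 4, 10, 48 and 96 hours (adjusted p = 0.00456, 0.910, 0.0163 and 0.904), higher in 3, 2, 0 and 1 of 3 donors. The change from 4 hours and 10 hours, averaged, to the average of 48 and 96 hours was tested as early minus late: 1.26 (adjusted p = 0.000726) for CD53, 1.25 (adjusted p = 6.88e-06) for CD96 and 1.18 (adjusted p = 0.000301) for CD97. Of the 5 called values, 1 kept the call whichever donor was left out, and 1 kept it under every other alternative. CD53 lost the call at 48 hours without E2 and with median centring (adjusted p 0.000296 to 0.224). CD53 gained a call at 4 hours with read day as a block (adjusted p 0.0363 to 0.867). CD96 lost the call at 96 hours without E2 or E1 and with median centring or read day as a block (adjusted p 0.00130 to 0.117). CD97 lost the call at 4 hours without E2 or E3 and with median centring (adjusted p 0.000107 to 0.206) and at 48 hours without E2 or E3 and with median centring (0.000227 to 0.471).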

We also observed the downregulation of CD8B and CD8A in CD8+ T-cell, possibly as a part of the CD8+ T-cell activation machinery. Interesting, binding partners, cell-surface antigens CD48 and CD244, demonstrated opposite expression patterns. CD48 was continuously downregulated in CD4+ T cells, but not in CD8+ T cells; while CD244 was continuously downregulated in CD8+ T cells, but not in CD4+ T cells. It has been hypothesized that T cells costimulate each other through the interactions of CD244 and CD48 [46]. This cell-type-specific downregulation of CD48 (CD4+ T-cell) and CD244 (CD8+ T-cell) suggests that this CD244–CD48 interaction might be cell-type-specific, between the CD244 expressing CD8+ T cells and CD48 expressing CD4+ T cells.

Upon activation, killer cell lectin-like receptors (KLRB1, KLRG1, KLRF1, KLRC1, -2, -4, and KLRD1) showed mainly decreased expression. 

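KLRB1 changed by -0.74 ± 0.34, -2.01 ± 0.31, -3.50 ± 0.26 and -3.13 ± 0.35 at 4, 10, 48 and 96 hours (adjusted p = 0.111, 0.000419, 2.90e-06 and 5.93e-06), lower in 3 of 3 donors at each. KLRG1 changed by -0.77 ± 0.23, -1.61 ± 0.11, -1.93 ± 0.12 and -1.94 ± 0.12 at 4, 10, 48 and 96 hours (adjusted p = 0.00115, 1.50e-05, 9.50e-07 and 4.06e-07), lower in 3 of 3 donors at each. KLRF1 changed by -0.70 ± 0.32, -1.06 ± 0.53, -0.81 ± 0.56 and -0.85 ± 0.41 at 4, 10, 48 and 96 hours (adjusted p = 0.0778, 0.00769, 0.0205 and 0.0209), lower in 3 of 3 donors at each. KLRC1 changed by -0.44 ± 0.92, -0.89 ± 0.33, -1.23 ± 0.80 and -0.24 ± 0.16 at 4, 10, 48 and 96 hours (adjusted p = 0.670, 0.233, 0.0617 and 0.767), lower in 2, 3, 3 and 3 of 3 donors. KLRC2 changed by -0.29 ± 0.90, -0.86 ± 0.54, -1.18 ± 0.90 and -0.24 ± 0.35 at 4, 10, 48 and 96 hours (adjusted p = 0.687, 0.0847, 0.0122 and 0.649), lower in 2, 3, 3 and 3 of 3 donors. KLRC4 changed by -0.46 ± 0.35, -0.92 ± 0.17, -1.28 ± 0.34 and -0.38 ± 0.43 at 4, 10, 48 and 96 hours (adjusted p = 0.151, 0.00489, 0.000251 and 0.179), lower in 3, 3, 3 and 2 of 3 donors. KLRD1 changed by 0.39 ± 1.26, -0.08 ± 0.77, -1.62 ± 0.77 and -1.81 ± 0.77 at 4, 10, 48 and 96 hours (adjusted p = 0.624, 0.936, 0.00490 and 0.00337), lower in 2, 1, 3 and 3 of 3 donors. Of the 7 genes, 6, 7, 7 and 7 had a lower mean than at 0 hour at 4, 10, 48 and 96 hours, and 1, 4, 6 and 4 were called; adjusted over the list alone, 4, 5, 7 and 4 were. The list was chosen on these samples, so the count over the list alone is not independent evidence. KLRF1 was well above background on 1 of 3 arrays at 10 hours and 3 of 6 at 48 hours. The call held with any donor left out for 8 of 15 called values, and under every other alternative for 12. KLRB1 gained a call at 4 hours with donor as a block (adjusted p 0.0263 to 0.355). KLRF1 lost the call at 10 hours without E2 and with read day as a block (adjusted p 0.00115 to 0.0876), at 48 hours without E2 or E1 and with the first array of each sample (0.00260 to 0.133) and at 96 hours without E2, E3 or E1 (0.00103 to 0.101). KLRF1 gained a call at 4 hours with read day as a block or donor as a block (adjusted p 0.0174 to 0.382). KLRC1 gained a call at 48 hours with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block (adjusted p 0.00671 to 0.221). KLRC2 lost the call at 48 hours without E3 or E1 (adjusted p 0.00605 to 0.190). KLRC4 lost the call at 10 hours without E1 and with read day as a block (adjusted p 0.00345 to 0.109). KLRD1 lost the call at 48 hours without E1 (adjusted p 0.000271 to 0.111) and at 96 hours without E1 (0.000132 to 0.0758).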

First discovered in NK cells, the expression of inhibitory receptors (KLRG1, KLRB1, KLRC1, and KLRD1) [47,48], and activating receptor KLRC2 [49] has also been reported in activated CD8+ T cells, involved in TCR signalling, but not in activated CD4+ T cells or naive T cells. The shared downregulation of these KLRs along with that of some less-well-studied members (KLRF1 and KLRC4) suggests that their function might not be limited to effector CD8+ T cells, and that they are implicated more broadly in T-cell activation. 

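At 0 hour, the log2 ratio of Cy3 to Cy5 (T cells to thymus reference, mean ± SD over 3 donors) of MHC class I genes was 1.25 ± 0.48 for HLA-B, 0.76 ± 0.21 for HLA-C, 1.88 ± 0.21 for HLA-E, 1.59 ± 0.37 for HLA-F and 1.42 ± 0.40 for HLA-G. That of class II genes was -1.07 ± 0.30 for HLA-DMA, -0.95 ± 0.40 for HLA-DMB, -0.16 ± 0.40 for HLA-DPA1, 0.73 ± 0.36 for HLA-DPB1, -0.92 ± 0.30 for HLA-DQB1, -0.65 ± 0.33 for HLA-DRA and -0.66 ± 0.34 for HLA-DRB3. All of these were well above background in Cy3 on 5 of 5 arrays. HLA-DQA1 was so on 3 of 5 arrays, with a ratio of -0.29 ± 0.28, and was left out of the tests; HLA-DRB1 was not analysed here. A ratio to the thymus reference is not an absolute level, and the arrays do not show which cells of the sample the transcripts came from.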

Surprisingly, members of both MHC classes I and II were expressed in resting T cells (0 hour; data not shown). Several genes encoding MHC class II members (HLA-DPB1, HLA-DMB, HLA-DRB3, HLA-DQB1, and HLA-DPA1) showed decreased expression upon stimulation, while some MHC class I molecules (HLA-G and HLA-E) were downregulated at 48–96 hours.

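HLA-DPB1 changed by -1.01 ± 0.42, -2.11 ± 0.19, -3.10 ± 0.24 and -2.63 ± 0.36 at 4, 10, 48 and 96 hours (adjusted p = 0.0722, 0.00101, 2.35e-05 and 0.000114), lower in 3 of 3 donors at each. HLA-DMB changed by -1.57 ± 0.30, -2.13 (2 donors against 3 at 0 hour), -1.84 ± 0.80 and -1.32 ± 1.09 at 4, 10, 48 and 96 hours (adjusted p = 0.0109, 0.00270, 0.00166 and 0.0168), lower in every donor measured. HLA-DRB3 changed by -0.90 ± 0.28, -1.44 ± 0.26, -1.86 ± 0.40 and -1.37 (2 donors against 3 at 0 hour) at 4, 10, 48 and 96 hours (adjusted p = 0.0328, 0.00199, 0.000144 and 0.00362), lower in every donor measured. HLA-DQB1 changed by -0.58 ± 0.42, -1.08 ± 0.11, -1.64 ± 0.33 and -0.90 ± 1.18 at 4, 10, 48 and 96 hours (adjusted p = 0.460, 0.0892, 0.00724 and 0.133), lower in 3, 3, 3 and 2 of 3 donors. HLA-DPA1 changed by -0.75 ± 0.19, -1.24 (2 donors against 3 at 0 hour), -1.63 ± 0.24 and -1.29 ± 0.45 at 4, 10, 48 and 96 hours (adjusted p = 0.15, 0.0261, 0.00160 and 0.00994), lower in every donor measured. HLA-G changed by 0.13 ± 0.56, -0.03 ± 0.55, -0.91 ± 0.73 and -0.71 ± 0.88 at 4, 10, 48 and 96 hours (adjusted p = 0.862, 0.969, 0.0230 and 0.0796), lower in 1, 1, 3 and 3 of 3 donors. HLA-E changed by 0.06 ± 0.60, -0.04 (2 donors against 3 at 0 hour), -1.02 ± 0.67 and -1.19 ± 1.27 at 4, 10, 48 and 96 hours (adjusted p = 0.968, 0.981, 0.12 and 0.0806), lower in 2 of 3, 0 of 2, 3 of 3 and 3 of 3 donors. Called values numbered 16, of which 5 stayed called with each donor left out in turn and 10 under every other alternative. HLA-DPB1 gained a call at 4 hours with the authors' normalized values or donor as a block (adjusted p 0.00887 to 0.244). HLA-DMB lost the call at 4 hours without E2 or E3 (adjusted p 0.00140 to 0.142), at 10 hours without E2 or E3 (0.00114 to 0.0969), at 48 hours without E2 or E3 (0.000100 to 0.0615) and at 96 hours without E2 or E3 and with median centring, read day as a block or the authors' normalized values (0.00143 to 0.462). HLA-DRB3 lost the call at 4 hours without E2, E3 or E1 and with median centring or read day as a block (adjusted p 0.0147 to 0.289), at 10 hours without E1 and with read day as a block (0.000760 to 0.0809) and at 96 hours without E1 (0.00280 to 0.128). HLA-DQB1 lost the call at 48 hours without E2 or E1 (adjusted p 0.00403 to 0.0890). HLA-DQB1 gained a call at 10 hours without E3 (adjusted p 0.0414 to 0.345) and at 96 hours without E3 (0.0105 to 0.642). HLA-DPA1 lost the call at 10 hours without E2, E3 or E1 and with median centring or read day as a block (adjusted p 0.00181 to 0.131) and at 96 hours without E3 and with median centring or read day as a block (0.000842 to 0.224). HLA-DPA1 gained a call at 4 hours with donor as a block (adjusted p 0.0273 to 0.397). HLA-G lost the call at 48 hours without E2, E3 or E1 and with median centring or the first array of each sample (adjusted p 0.0104 to 0.114). HLA-G gained a call at 96 hours with read day as a block (adjusted p 0.0158 to 0.455). HLA-E gained a call at 48 hours with read day as a block or the authors' normalized values (adjusted p 0.00455 to 0.381) and at 96 hours with read day as a block, the authors' normalized values or donor as a block (0.000788 to 0.287).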

### Granzymes

Secretion of cytotoxic granules is one of the major effector functions of cytotoxic T cells to induce apoptosis in target cells [50]. Perforins, granulysin and granzymes are the core components of the dense cytotoxic granules responsible for target cell lysis. 

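Of the genes of cytotoxic granules, GZMH, GZMM, GNLY and PRF1 had these values in CD3+ T cells. GZMH changed by -1.06 ± 0.51, -1.08 ± 0.60, -1.24 ± 1.17 and -0.96 ± 0.63 at 4, 10, 48 and 96 hours (adjusted p = 0.158, 0.125, 0.0515 and 0.144), lower in 3 of 3 donors at each. GZMM changed by -0.67 ± 0.45, -1.52 ± 0.14, -0.85 ± 0.42 and -0.62 ± 0.52 at 4, 10, 48 and 96 hours (adjusted p = 0.252, 0.00660, 0.0791 and 0.218), lower in 3 of 3 donors at each. GNLY changed by -0.74 ± 0.37, -0.49 ± 0.64, -1.79 ± 0.81 and -0.66 ± 1.89 at 4, 10, 48 and 96 hours (adjusted p = 0.542, 0.687, 0.0388 and 0.478), lower in 3, 3, 3 and 2 of 3 donors. PRF1 changed by -0.39 ± 1.27, -0.65 ± 0.79, -0.89 ± 1.01 and -0.82 ± 1.27 at 4, 10, 48 and 96 hours (adjusted p = 0.745, 0.465, 0.222 and 0.270), lower in 2, 2, 2 and 3 of 3 donors. Over all time points, limma's F test gave an adjusted p = 0.169 for GZMH, 0.0261 for GZMM, 0.184 for GNLY and 0.524 for PRF1. GZMH gained a call at 48 hours with read day as a block, the scanner log ratios, the authors' normalized values, donor as a block, the first array of each sample or the stricter filter (adjusted p 0.0249 to 0.264). GZMM lost the call at 10 hours without E3 (adjusted p 0.00170 to 0.103). GZMM gained a call at 4 hours with read day as a block (adjusted p 0.0469 to 0.723), at 48 hours with read day as a block or donor as a block (0.00637 to 0.473) and at 96 hours with read day as a block (0.0148 to 0.527). GNLY lost the call at 48 hours without E2 or E1 (adjusted p 0.00575 to 0.206). GNLY gained a call at 96 hours without E3 and with read day as a block (adjusted p 0.0280 to 0.811). PRF1 gained a call at 96 hours with read day as a block (adjusted p 0.0398 to 0.919).

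**Figure D4:**
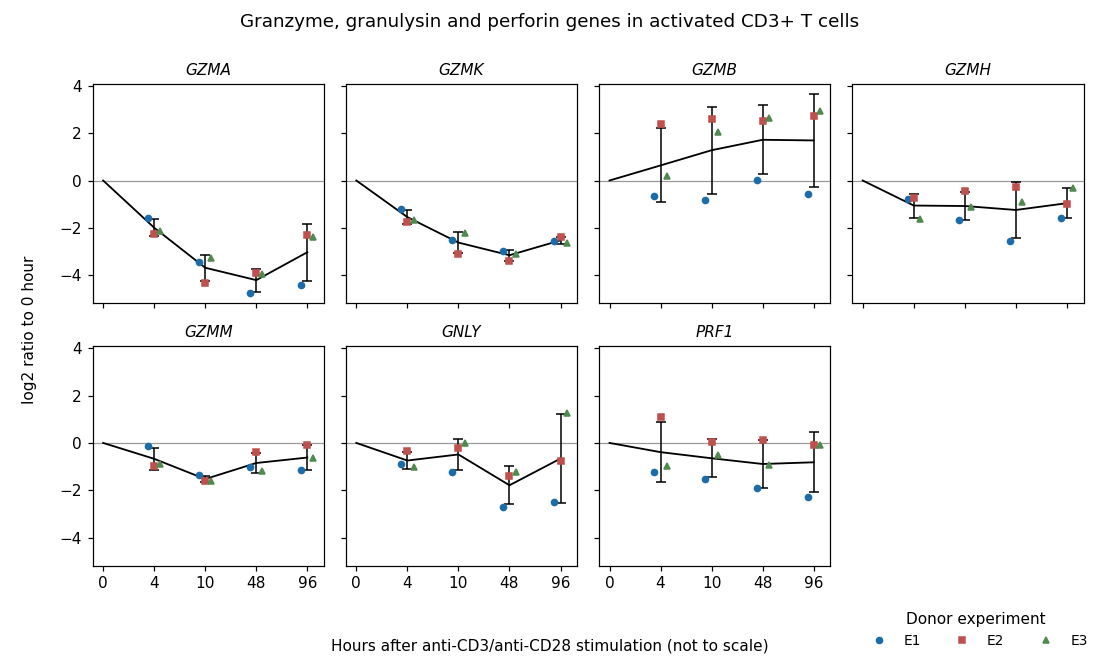
Expression of granzymes, GNLY and PRF1 in CD3+ T cells as the log2 ratio to 0 hour, by hours after activation (hours not to scale). Points are donors E1, E2 and E3, the black line is their mean and the bars are the SD. GZMA and GZMK lie below 0 in all donors at every time point, while the donors of GZMB and PRF1 lie on both sides of 0 at 4 hours. Cy3 of GZMB was saturated on 3 of 6 arrays at 48 hours and 4 of 4 at 96 hours.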

Most of the granzyme genes (GZMB, -A, -H, -K, except for GZMM), but not GNLY and PRF1, were significantly regulated (Figure 9A). 

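GZMA changed by -1.99 ± 0.37, -3.68 ± 0.55, -4.20 ± 0.48 and -3.03 ± 1.19 at 4, 10, 48 and 96 hours (adjusted p = 0.0343, 0.000752, 0.000109 and 0.00181), lower in 3 of 3 donors at each. GZMK changed by -1.54 ± 0.30, -2.62 ± 0.45, -3.15 ± 0.23 and -2.53 ± 0.13 at 4, 10, 48 and 96 hours (adjusted p = 0.000496, 2.19e-05, 1.14e-06 and 3.57e-06), lower in 3 of 3 donors at each. The adjusted p of the F test was 0.000394 for GZMA and 1.62e-06 for GZMK. GZMA lost the call at 4 hours without E2 or E3 and with median centring, the scanner log ratios or the authors' normalized values (adjusted p 0.000387 to 0.280).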

GZMA and GZMK were considerably downregulated throughout the experiments. It is likely that T cells have not acquired the full cytotoxic effector functions at this stage of the activation. However, GZMB was transcriptionally upregulated in both CD4+ and CD8+ T cells, and this was supported by data from a protein abundance assay (Figure 9B).

**Figure 9:**
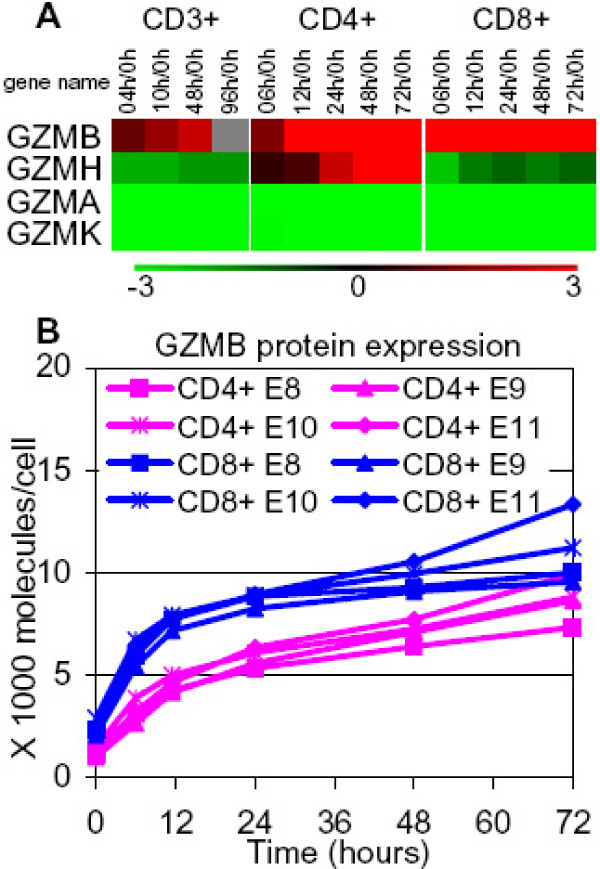
**GZMB was upregulated continuously in all three populations**. **(A) **Transcription profile of significantly regulated granzymes (GZMB, -A, -H, and -K). Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Expression data shown are averages from three independent biological experiments for each T-cell population.**(B) **Intracellular protein expression profiles of GZMB in the CD4+ and CD8+ subsets. CD4+ T cells and CD8+ T cells were selected, stimulated (by anti-CD3/anti-CD28 antibodies), cultured separately and harvested at the indicated timepoints of culture to analyze the protein expression via by flow cytometric assays. Data from four independent CD4+ and CD8+ T-cell experiments, E8–E11, are shown.

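GZMB changed by 0.64 ± 1.56, 1.28 ± 1.84, 1.72 ± 1.46 and 1.69 ± 1.96 at 4, 10, 48 and 96 hours (adjusted p = 0.651, 0.218, 0.0614 and 0.0745), higher in 2, 2, 3 and 2 of 3 donors. Its F test over time had an adjusted p = 0.147. In Cy3 alone, after normalization within and between arrays, the log2 signal of GZMB was 10.92 ± 1.86 at 0 hour, 15.83 ± 0.27 at 48 and 16.00 ± 0.19 at 96 hours. These are lower bounds, since Cy3 was saturated on 3 of 6 arrays at 48 hours and 4 of 4 at 96 hours, so the ratios there are not exact and the missing calls do not show that GZMB did not rise. The Cy5 signal of the same probe, normalized in the same way, also rose, from 8.53 ± 0.46 to 11.72 ± 0.36 and 11.91 ± 0.43, so the ratio rose less than the Cy3 signal. The reference was human thymus total RNA on every array, so this rise does not show a change of GZMB in the reference. Its source was not tested. GZMB gained a call at 10 hours without E1 (adjusted p 0.0422 to 0.862), at 48 hours without E1 and with read day as a block (0.0149 to 0.398) and at 96 hours without E1 (0.0133 to 0.743).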

## Discussion

Genome-scale transcriptional profiling can add significant new information for better understanding T-cell activation as an important biological process of the immune response. Previous efforts had examined T-cell activation at one single time point [8,9] or addressed costimulatory signal effects using only a single experiment [10,11]. Using multiple donors, in this study we focused on the temporal, donor-independent gene expression patterns not only in the CD3+ T cells, but also in the CD4+ and CD8+ subsets. We identified donor-independent significantly regulated genes in T-cell activation in CD3+ T cells (from the activation of co-cultures of CD4+ and CD8+ T cells in their natural ratio), and the CD4+ and CD8+ subsets. CD3+ T cells had far more significantly differentially expressed genes than CD4+ or CD8+ T cells (Figure 2). Regardless, the transcription profiles of the pooled significant genes in T-cell activation shared largely similar patterns among the three populations.

Anti-CD3/anti-CD28 stimulation induced expression pattern changes of 'immune response' genes which are consistent with the important roles of T cells in the adaptive immune response. Not only well-known cytokines (e.g., IL2, IFNG, TNFSF6 (FASLG)) and cytokine receptors (IL2RA (CD25), CD69, ICOS), but also numerous novel ones, for T-cell activation, were differentially expressed. Among the novel cytokines, the strongly upregulated chemokines (e.g., CCL3, -4, CCL20, CXCL9, -10, -11) might have important roles in enhancing T-cell activation in addition to their functions in cell trafficking, while the downregulated CCL5, IL5 might rather be involved in maintaining the homeostasis of resting T cells.

A number of cell-surface receptors not previously associated with T-cell activation, were differentially expressed, including downregulated CCR5, TNFRSF25, TNFRSF1A, CCR7 and IL6R, and upregulated CD59 and CD72. A number of the receptors involved in TCR activation (CD3D, CD3G, TRAT1, ITGAL, ITGB1, ITGB2, CD8A and CD8B (CD8+ T-cell specific) along with LCK, ZAP70 and TYROBP, were all simultaneously downregulated. Little is known about the expression and functions of KLRs in resting T cells. The downregulated KLR receptors are likely involved in the homeostasis of resting T cells. It is also possible that they regulate T-cell activation through TCR signalling. Surprisingly, both MHC class I and class II molecules were transcriptionally expressed in resting T cells (0 hour) (data not shown), and MHC class II molecules were significantly downregulated upon T-cell activation. MHC Class I and class II molecules are receptors on APCs, but not T cells, for the activation of CD8+ and CD4+ T cells, respectively.

Comparison of the expression patterns among the three populations provided further insights. Different expression patterns between CD4+ and CD8+ T cells (XCL1, -2, SLAMF7, CD244, CD48, TNFRSF9, TNFSF4, -5, CSF3, and GZMH) were observed, suggesting their subset specific involvement/functions in T-cell activation. Among these genes, very little is known about XCL2 and SLAMF7 in T cells. Genes (IL23A, NR4A2, CD83, PSME2, PSMB8, MIF) with similar expression patterns between CD4+ and CD8+ T cells, but different than those in CD3+ T cells are likely involved in the communication between CD4+ and CD8+ subsets. These and the large number of novel genes in the context of T-cell activation that were identified in this study offer new research targets for a more complete understanding of T-cell activation.

## Conclusion

Our study captured novel temporal patterns of previously known but many novel, in the context of T-cell activation, genes ontologically classified under the term 'immune response'. These patterns were reproducibly and robustly identified as donor independent, and were selectively confirmed by Q-RT-PCR and protein-level assays. Comprehensively integrating previous knowledge, we identified novel significant genes associated with the immune response in T cells, as well as subset specific genes, and genes implicated in the communication between CD4+ and CD8+ T cells. This study improves our understanding of the biology and the underlying regulation of T-cell activation in the natural CD3+ population, as well as in the CD4+ and CD8+ subsets.

## Methods

### Cells and culture system

Healthy-donor peripheral blood mononuclear cells (PBMCs) (AllCells, Berkeley, CA) were used to negatively-select CD3+ T cells, CD4+ and CD8+ T cells (Pan T Cell Isolation Kit II, CD4+ T Cell Isolation Kit II, and CD8+ T Cell Isolation Kit II, Miltenyi Biotech, Sunburn, CA). Cells were activated polyclonally with anti-CD3/anti-CD28 Mab (1:1)-coated magnetic beads (500 fmol/bead) (Dynabeads M-450 Epoxy, Dynal Biotech, Lake Success, NY) [51]. The ratio of beads to cells was 3:1. CD3+ cell cultures from three individual donor samples were seeded at 1 × 10^6 ^cells/mL in T-flasks and cultivated for 96 hours in serum-free AIM-V medium with 100 U/mL IL2 (Chiron, Emeryville, CA) and 2% human serum (Sigma-Aldrich St. Louis, MO) as described [52]. CD4+ cells and CD8+ cells from another three individual donors were cultured for 72 hours in the same manner. Cell counting and sampling for flow cytometry and microarray analysis were carried out at 0, 4, 10, 48 and 96 hours in CD3+ T-cell experiments, E1–E5, and at 0, 6, 12, 24, 48 and 72 hours in CD4+ T-cell and CD8+ T-cell experiments, E7–E11. This study was approved by the Northwestern University IRB.

### Flow cytometry

The following monoclonal antibodies (Mabs) for flow cytometry were purchased from BD Biosciences (San Jose, CA) unless otherwise stated and included CD3 (FITC+PE), CD4 PE, CD8 PE, CD25 PE, CD69 PE, TNFSF4 PE, CD40LG (TNFSF5) PE, TNFRSF9 PE, KLRD1 PE, CD48 PE, GZMB PE (Invitrogen, Carlsbad, CA). Flow cytometry was carried out as described [12,53]. Briefly, all samples were gated on forward scatter and on propidium iodide negative (PI-) to eliminate debris and dead cells. For intracellular detection of GZMB, cells were first stained with anti-CD4-FITC (or anti-CD8-FITC) and then fixed, permeabilized, and stained as previously described [54]. 10,000 gated events from each tube were acquired using a FACscan (BD Biosciences) or LSRII flow cytometer (Becton Dickinson). Quantibrite beads (BD Biosciences Immunocytometry Systems) labelled with different amounts of PE molecules were used to quantify surface or intracellular protein levels and normalize measurements between timepoints.

### RNA extraction and quality control

Total RNA was extracted from frozen cells using the Total RNA Isolation Mini Kit (Agilent, Wilmington, DE). RNA samples were re-suspended in RNase-free water and stored at -80°C. RNA yield and purity were assessed spectrophotometrically at 260 and 280 nm (Biomate 3, Thermo Spectronic, Marietta, OH). RNA integrity was evaluated using a Bioanalyzer 2100 (Agilent).

### DNA-microarray experiments and data analysis

Microarray-based transcriptional analysis was carried out for samples at each timepoint, using the 'reference' design [53], with Human Thymus Total RNA (Ambion, Austin, TX) as the reference RNA. Approximately half of the individual microarrays were replicated and the correlation coefficient between these technical replicates was above 0.90. 

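In the CD3+ experiments, 12 samples were hybridized on 2 arrays each, 6 of them samples the paper does not report on. Between the 2 arrays of a sample, Pearson's r of the log2 ratios across 18882 probes had a median of 0.979 and lay between 0.949 and 0.986, above 0.90 for 12 of 12 samples. For the 6 samples of the time course the median was 0.984. Between different donors at the same condition, 27 pairs had a median r of 0.897 (0.826 to 0.962). These correlations are across probes, which are not independent replicates. The median between arrays of a sample moved most with the scanner log ratios and with the authors' normalized values, to 0.957 under each.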

Detailed experimental procedures and the use of the SNNLERM-algorithm [55] for data normalization were described [53]. Further analysis (significant genes identification, hierarchical clustering and gene ontology assignment) was carried out using 'MultiExperiment Viewer (MeV)' from The Institute for Genomic Research (TIGR) [56]. Raw and normalized data were deposited in the Gene Expression Omnibus (GSE6607 (CD3+ T-cell experiment), GSE7571 (CD4+ T-cell experiment) and GSE7572 (CD8+ T-cell experiment)) [57]. Within each population (three biological replicates using cells from different donors), multi-class SAM (Significance Analysis of Microarrays) with a false discovery rate <1% was used to select genes that show statistically different expression between groups. A group is defined as all the samples belonging to the same timepoint regardless of the donors. Briefly, there were 5 groups (0 hour, 4, 10, 48 and 96 hours) in the set of CD3+ experiments, E1–E3, and 6 groups (0 hour, 6, 12, 24, 48 and 72 hours) in the set of CD4+ experiments and CD8+ experiments, E7–E9. The three samples from biological experiments in each group were treated as replicates. To focus on the expression change, gene expression at each time point was compared to that of 0 hour in each experiment. Gene Ontology annotations, as curated by European Bioinformatics Institute, were retrieved from the Gene Ontology Consortium website [58]. Hierarchical clustering was performed with the Euclidian distance metric.

### Quantitative RT-PCR (Q-RT-PCR)

cDNA was obtained from total RNA samples using the High-Capacity cDNA Archive Kit and Q-RT-PCR was performed with Assays-on-Demand kits (Applied Biosystems; Foster City, CA) as described [12]. The amount of mRNA for each sample was normalized using the average of two housekeeping genes (Glucuronidase-β and 18S). The use of GUSB (Hs99999908_m1) and 18S (Hs99999901_s1) genes as housekeeping genes has been previously tested in our lab [12,53]. Primers (Applied Biosystems, Foster City, CA) for the following functionally diverse set of genes were used: FOS (Hs01119267_g1), MYB (Hs00920564_m1), JUN (Hs99999141_s1), CAT (Hs00156308_m1), MAPK6 (Hs00957318_g1), SOD2 (Hs00167309_m1), SORD (Hs00973148_m1), STAT1 (Hs01014001_m1) in CD3+ T-cell experiments, E1–E3; and GZMA (Hs00196206_m1), GZMB (Hs00188051_m1), MYB (Hs00920564_m1), FASLG (Hs00899442_m1), EGR1 (Hs00152928_m1), EGR2 (Hs00166165_m1), and EGR3 (Hs00231780_m1) in CD4+ and CD8+ T-cell experiments, E8 and E9. Genes were chosen to reflect differentially expressed genes of a wide range of microarray signal intensities.

### Supernatant ELISA assay of CCL20 and IFNG

Culture supernatants were collected at 4, 10, 48 and 96 hours in three CD3+ T-cell experiments, E3–E5, and analyzed for concentrations of CCL20 and IFNG by ELISA (R&D Systems, Minneapolis) following the manufacturer's instructions.

## Abbreviations

PBMC: peripheral blood mononuclear cell; MHC: major histocompatibility complex; APC: antigen-presenting cell; TCR: T-cell receptor; HLA: human leukocyte antigen; KLR: killer cell lectin-like receptor; LFA:  lymphocyte function-associated antigen; GO: Gene Ontology; TNF: tumor necrosis factor; NK cells: natural killer cells; Mab: monoclonal antibody; PI: propidium iodide; FITC: fluorescein isothiocyanate; PE:  phycoerythrin; Q-RT-PCR: quantitative reverse-transcription polymerase chain reaction.

## Authors' contributions

MW and DW carried out the culture experiments and performed the microarray experiments. MW analyzed the microarray data and wrote the manuscript with assistance from ETP. MW and ETP conceived, designed, and coordinated the study.

## Supplementary Material

Additional file 1 Reproducibility of expression profiles of the T-cell activation in CD3+ cells. Hierarchical clustering (using the Euclidian distance metric) of the 3793 significant genes in T-cell activation of CD3+ cells in three independent biological experiments, E1–E3, (timepoints at 4, 10, 48 and 96 hours) demonstrated high reproducibility. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 2 Complete list of the 3793 significant genes in T-cell activation of CD3+ cells in three independent biological experiments, E1–E3. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 3 Reproducibility of expression profiles of the T-cell activation in CD4+ cells. Hierarchical clustering (using the Euclidian distance metric) of the 1463 significant genes in T-cell activation of CD4+ cells in three independent biological experiments (timepoints at 12, 24, 48 and 72 hours in one experiment, E7; and timepoints at 6, 12, 24, 48 and 72 hours in the other two experiments, E8 and E9) demonstrated high reproducibility. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 4 Complete list of the 1463 significant genes in T-cell activation of CD4+ cells in three independent biological experiments, E7–E9. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 5 Reproducibility of expression profiles of the T-cell activation in CD8+ cells. Hierarchical clustering (using the Euclidian distance metric) of the 1258 significant genes in T-cell activation of CD8+ cells in three independent biological experiments (timepoints at 12, 24, 48 and 72 hours in one experiment, E7; and timepoints at 6, 12, 24, 48 and 72 hours in the other two experiments, E8 and E9) demonstrated high reproducibility. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 6 Complete list of the 1258 significant genes in T-cell activation of CD8+ cells in three independent biological experiments, E7–E9. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 7 The three populations, CD3+, CD4+ and CD8+ T cells, shared largely conserved expression patterns for the significant genes, demonstrated by the hierarchical clustering (using the Euclidian distance metric) of the combined 4167 significant genes upon T-cell activation in CD3+, CD4+ and CD8+ T-cell populations (average of three biological-replicate experiments for each population). Color denotes degree of differential expression comparing to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 8 Complete list of the combined 4167 significant genes upon T-cell activation in CD3+, CD4+ and CD8+ T-cell populations (average of three biological-replicate experiments for each population). Color denotes degree of differential expression comparing to 0 hour (saturated red = 3-fold upregulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Click here for file

Additional file 9 Q-RT-PCR validation of microarray results across multiple culture samples. **(A) **Q-RT-PCR versus microarray log expression ratios (timepoint vs. 0 hour) from CD3+ T-cell activation experiments, E1–E3, (for all 12 (= 3 × 4) timepoints: 4, 10, 48 and 96 hours of 3 experiments) for each of the 8 selected genes (FOS, MYB, JUN, CAT, MAPK6, SORD, SOD2, and STAT1). (**B) **Q-RT-PCR versus microarray log expression ratios (timepoint vs. 0 hour) from CD4+ and CD8+ T-cell activation experiments, E8 and E9, (for all 20 (= 2 × 2 × 5) timepoints: 6, 12, 24, 48 and 72 hours of 2 experiments) for each of the 7 selected genes (EGR1, EGR2, EGR3, FASL, GZMA, GZMB, and MYB). Click here for file

## References

[B1] Palmer E (2003). Negative selection--clearing out the bad apples from the T-cell repertoire. Nat Rev Immunol.

[B2] Santana MA, Rosenstein Y (2003). What it takes to become an effector T cell: the process, the cells involved, and the mechanisms. J Cell Physiol.

[B3] Mellman I, Steinman RM (2001). Dendritic cells: specialized and regulated antigen processing machines. Cell.

[B4] Rothstein DM, Sayegh MH (2003). T-cell costimulatory pathways in allograft rejection and tolerance. Immunol Rev.

[B5] Huang Y, Wange RL (2004). T cell receptor signaling: beyond complex complexes. J Biol Chem.

[B6] Germain RN, Stefanova I (1999). The dynamics of T cell receptor signaling: complex orchestration and the key roles of tempo and cooperation. Annu Rev Immunol.

[B7] Kemp ML, Wille L, Lewis CL, Nicholson LB, Lauffenburger DA (2007). Quantitative Network Signal Combinations Downstream of TCR Activation Can Predict IL-2 Production Response. J Immunol.

[B8] Chtanova T, Newton R, Liu SM, Weininger L, Young TR, Silva DG, Bertoni F, Rinaldi A, Chappaz S, Sallusto F, Rolph MS, Mackay CR (2005). Identification of T cell-restricted genes, and signatures for different T cell responses, using a comprehensive collection of microarray datasets. J Immunol.

[B9] Hughes-Fulford M, Sugano E, Schopper T, Li CF, Boonyaratanakornkit JB, Cogoli A (2005). Early immune response and regulation of IL-2 receptor subunits. Cell Signal.

[B10] Diehn M, Alizadeh AA, Rando OJ, Liu CL, Stankunas K, Botstein D, Crabtree GR, Brown PO (2002). Genomic expression programs and the integration of the CD28 costimulatory signal in T cell activation. Proc Natl Acad Sci U S A.

[B11] Riley JL, Mao M, Kobayashi S, Biery M, Burchard J, Cavet G, Gregson BP, June CH, Linsley PS (2002). Modulation of TCR-induced transcriptional profiles by ligation of CD28, ICOS, and CTLA-4 receptors. Proc Natl Acad Sci U S A.

[B12] Fuhrken PG, Chen C, Miller WM, Papoutsakis ET (2007). Comparative, genome-scale transcriptional analysis of CHRF-288-11 and primary human megakaryocytic cell cultures provides novel insights into lineage-specific differentiation. Exp Hematol.

[B13] Paulsen RF, Granas K, Johnsen H, Rolseth V, Sterri S (1995). Three related brain nuclear receptors, NGFI-B, Nurr1, and NOR-1, as transcriptional activators. J Mol Neurosci.

[B14] Johnstone RW, Kerry JA, Trapani JA (1998). The human interferon-inducible protein, IFI 16, is a repressor of transcription. J Biol Chem.

[B15] De M, Jayarapu K, Elenich L, Monaco JJ, Colbert RA, Griffin TA (2003). Beta 2 subunit propeptides influence cooperative proteasome assembly. J Biol Chem.

[B16] Heink S, Ludwig D, Kloetzel PM, Kruger E (2005). IFN-gamma-induced immune adaptation of the proteasome system is an accelerated and transient response. Proc Natl Acad Sci U S A.

[B17] Soares L, Seroogy C, Skrenta H, Anandasabapathy N, Lovelace P, Chung CD, Engleman E, Fathman CG (2004). Two isoforms of otubain 1 regulate T cell anergy via GRAIL. Nat Immunol.

[B18] Bourgeois C, Rocha B, Tanchot C (2002). A role for CD40 expression on CD8+ T cells in the generation of CD8+ T cell memory. Science.

[B19] Hernandez MG, Shen L, Rock KL (2007). CD40-CD40 ligand interaction between dendritic cells and CD8+ T cells is needed to stimulate maximal T cell responses in the absence of CD4+ T cell help. J Immunol.

[B20] The National Center for Biotechnology Information Website. http://www.ncbi.nlm.nih.gov/.

[B21] Fitzhugh DJ, Naik S, Caughman SW, Hwang ST (2000). Cutting edge: C-C chemokine receptor 6 is essential for arrest of a subset of memory T cells on activated dermal microvascular endothelial cells under physiologic flow conditions in vitro. J Immunol.

[B22] Lasagni L, Francalanci M, Annunziato F, Lazzeri E, Giannini S, Cosmi L, Sagrinati C, Mazzinghi B, Orlando C, Maggi E, Marra F, Romagnani S, Serio M, Romagnani P (2003). An alternatively spliced variant of CXCR3 mediates the inhibition of endothelial cell growth induced by IP-10, Mig, and I-TAC, and acts as functional receptor for platelet factor 4. J Exp Med.

[B23] Luster AD (2002). The role of chemokines in linking innate and adaptive immunity. Curr Opin Immunol.

[B24] Wilkinson J, Zaunders JJ, Carr A, Guillemin G, Cooper DA (2002). Characterization of the phenotypic and lymphokine profile associated with strong CD8+ anti-HIV-1 suppressor activity (CASA). Clin Exp Immunol.

[B25] Schroder K, Hertzog PJ, Ravasi T, Hume DA (2004). Interferon-gamma: an overview of signals, mechanisms and functions. J Leukoc Biol.

[B26] Kaiga T, Sato M, Kaneda H, Iwakura Y, Takayama T, Tahara H (2007). Systemic administration of IL-23 induces potent antitumor immunity primarily mediated through Th1-type response in association with the endogenously expressed IL-12. J Immunol.

[B27] Geijsen N, Koenderman L, Coffer PJ (2001). Specificity in cytokine signal transduction: lessons learned from the IL-3/IL-5/GM-CSF receptor family. Cytokine Growth Factor Rev.

[B28] Drost EM, MacNee W (2002). Potential role of IL-8, platelet-activating factor and TNF-alpha in the sequestration of neutrophils in the lung: effects on neutrophil deformability, adhesion receptor expression, and chemotaxis. Eur J Immunol.

[B29] Basak C, Pathak SK, Bhattacharyya A, Mandal D, Pathak S, Kundu M (2005). NF-kappaB- and C/EBPbeta-driven interleukin-1beta gene expression and PAK1-mediated caspase-1 activation play essential roles in interleukin-1beta release from Helicobacter pylori lipopolysaccharide-stimulated macrophages. J Biol Chem.

[B30] Eidenschenk C, Jouanguy E, Alcais A, Mention JJ, Pasquier B, Fleckenstein IM, Puel A, Gineau L, Carel JC, Vivier E, Le Deist F, Casanova JL (2006). Familial NK cell deficiency associated with impaired IL-2- and IL-15-dependent survival of lymphocytes. J Immunol.

[B31] Manzotti CN, Tipping H, Perry LC, Mead KI, Blair PJ, Zheng Y, Sansom DM (2002). Inhibition of human T cell proliferation by CTLA-4 utilizes CD80 and requires CD25+ regulatory T cells. Eur J Immunol.

[B32] Serghides L, Bukczynski J, Wen T, Wang C, Routy JP, Boulassel MR, Sekaly RP, Ostrowski M, Bernard NF, Watts TH (2005). Evaluation of OX40 ligand as a costimulator of human antiviral memory CD8 T cell responses: comparison with B7.1 and 4-1BBL. J Immunol.

[B33] Davidson WF, Haudenschild C, Kwon J, Williams MS (2002). T cell receptor ligation triggers novel nonapoptotic cell death pathways that are Fas-independent or Fas-dependent. J Immunol.

[B34] Mora AL, Stephenson LM, Enerson B, Youn J, Keegan AD, Boothby M (2003). New programming of IL-4 receptor signal transduction in activated T cells: Stat6 induction and Th2 differentiation mediated by IL-4Ralpha lacking cytoplasmic tyrosines. J Immunol.

[B35] Xue HH, Kovanen PE, Pise-Masison CA, Berg M, Radovich MF, Brady JN, Leonard WJ (2002). IL-2 negatively regulates IL-7 receptor alpha chain expression in activated T lymphocytes. Proc Natl Acad Sci U S A.

[B36] Jiang Y, Woronicz JD, Liu W, Goeddel DV (1999). Prevention of constitutive TNF receptor 1 signaling by silencer of death domains. Science.

[B37] Murooka TT, Wong MM, Rahbar R, Majchrzak-Kita B, Proudfoot AE, Fish EN (2006). CCL5-CCR5-mediated apoptosis in T cells: Requirement for glycosaminoglycan binding and CCL5 aggregation. J Biol Chem.

[B38] Fritsch RD, Shen X, Sims GP, Hathcock KS, Hodes RJ, Lipsky PE (2005). Stepwise differentiation of CD4 memory T cells defined by expression of CCR7 and CD27. J Immunol.

[B39] Walker F, Zhang HH, Matthews V, Weinstock J, Nice EC, Ernst M, Rose-John S, Burgess AW (2007). IL6/sIL6R complex contributes to emergency granulopoietic response in G-CSF and GM-CSF deficient mice. Blood.

[B40] Mor A, Campi G, Du G, Zheng Y, Foster DA, Dustin ML, Philips MR (2007). The lymphocyte function-associated antigen-1 receptor costimulates plasma membrane Ras via phospholipase D2. Nat Cell Biol.

[B41] Wolenski M, Cramer SO, Ehrlich S, Steeg C, Fleischer B, von Bonin A (2003). Enhanced activation of CD83-positive T cells. Scand J Immunol.

[B42] Cocks BG, Chang CC, Carballido JM, Yssel H, de Vries JE, Aversa G (1995). A novel receptor involved in T-cell activation. Nature.

[B43] Aerts-Toegaert C, Heirman C, Tuyaerts S, Corthals J, Aerts JL, Bonehill A, Thielemans K, Breckpot K (2007). CD83 expression on dendritic cells and T cells: correlation with effective immune responses. Eur J Immunol.

[B44] Lee JK, Boles KS, Mathew PA (2004). Molecular and functional characterization of a CS1 (CRACC) splice variant expressed in human NK cells that does not contain immunoreceptor tyrosine-based switch motifs. Eur J Immunol.

[B45] Lee JK, Mathew SO, Vaidya SV, Kumaresan PR, Mathew PA (2007). CS1 (CRACC, CD319) induces proliferation and autocrine cytokine expression on human B lymphocytes. J Immunol.

[B46] Assarsson E, Kambayashi T, Persson CM, Chambers BJ, Ljunggren HG (2005). 2B4/CD48-mediated regulation of lymphocyte activation and function. J Immunol.

[B47] Mingari MC, Ponte M, Vitale C, Bellomo R, Moretta L (2000). Expression of HLA class I-specific inhibitory receptors in human cytolytic T lymphocytes: a regulated mechanism that controls T-cell activation and function. Hum Immunol.

[B48] Robbins SH, Nguyen KB, Takahashi N, Mikayama T, Biron CA, Brossay L (2002). Cutting edge: inhibitory functions of the killer cell lectin-like receptor G1 molecule during the activation of mouse NK cells. J Immunol.

[B49] Arlettaz L, Villard J, de Rham C, Degermann S, Chapuis B, Huard B, Roosnek E (2004). Activating CD94:NKG2C and inhibitory CD94:NKG2A receptors are expressed by distinct subsets of committed CD8+ TCR alphabeta lymphocytes. Eur J Immunol.

[B50] Andersen MH, Schrama D, Thor Straten P, Becker JC (2006). Cytotoxic T cells. J Invest Dermatol.

[B51] Ito F, Carr A, Svensson H, Yu J, Chang AE, Li Q (2003). Antitumor reactivity of anti-CD3/anti-CD28 bead-activated lymphoid cells: implications for cell therapy in a murine model. J Immunother.

[B52] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci U S A.

[B53] Ramsborg CG, Papoutsakis ET (2007). Global transcriptional analysis delineates the differential inflammatory response interleukin-15 elicits from cultured human T cells. Exp Hematol.

[B54] Ramsborg CG, Windgassen D, Fallon JK, Paredes CJ, Papoutsakis ET (2004). Molecular insights into the pleiotropic effects of plasma on ex vivo-expanded T cells using DNA-microarray analysis. Exp Hematol.

[B55] Yang H, Haddad H, Tomas C, Alsaker K, Papoutsakis ET (2003). A segmental nearest neighbor normalization and gene identification method gives superior results for DNA-array analysis. Proc Natl Acad Sci U S A.

[B56] Saeed AI, Sharov V, White J, Li J, Liang W, Bhagabati N, Braisted J, Klapa M, Currier T, Thiagarajan M, Sturn A, Snuffin M, Rezantsev A, Popov D, Ryltsov A, Kostukovich E, Borisovsky I, Liu Z, Vinsavich A, Trush V, Quackenbush J (2003). TM4: a free, open-source system for microarray data management and analysis. Biotechniques.

[B57] The Gene Expression Omnibus. http://www.ncbi.nlm.nih.gov/geo/.

[B58] The Gene Ontology Consortium Website. http://www.geneontology.org/.

How the deposited data were processed for this re-analysis (not part of the article)

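The measurements are those of the CD3+ experiments. T cells of 3 healthy donors (E1, E2 and E3) were sampled at 0, 4, 10, 48 and 96 hours, which gives 15 samples on 21 arrays. The labels do not use the names E1, E2 and E3; the donors were matched to them through the paper's table of log2 ratios, and the match was checked across 1859 genes (r 0.983 to 0.988 with the matched experiment, 0.792 to 0.920 with the others). A further 12 samples on 18 arrays come from cells of the same donors and of 4, 10, 48 and 96 hours that were treated with 25 µM H2O2 for 10 minutes; the paper does not report on these. Of the 27 samples, 12 were hybridized on 2 arrays. The arrays of the CD4+ and CD8+ subsets were not analysed here, so comparisons between populations were left out.

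The authors deposited, for each array, the output of the Agilent scanner software, with the intensity of each spot and of its background in both channels and a log10 ratio of Cy5 to Cy3 (LogRatio). They also deposited a table of normalized values per probe, which are natural log (ln) ratios of Cy3 to Cy5 normalized within each array by the authors (SNNLERM, a segmental nearest neighbor method). The sign and scale of these values were checked against the scanner output, and they were divided by the natural log of 2 where used. The files of E2 and E3 were made with version A.7.1.1 of the scanner software and those of E1 with version A.7.5.1, and the arrays were read on 11 days. The read day is the day on which that software extracted the signals, and the days of labelling and hybridization are not known. The supplementary tables of the paper hold log2 ratios to 0 hour; of the table for CD3+ T cells, 1998 of 3793 genes could be read.

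Mean signals were corrected for the median local background with normexp (offset 50) in limma 3.58.1 under R 4.3.3, control spots were dropped, and spots the scanner software had marked as outliers were left out (8 to 547 spots an array without H2O2, median 44; 5 to 638 with H2O2, median 61). Log2 ratios of Cy3 to Cy5 were normalized by loess within arrays. Of 22153 features, 21073 were not controls; 100 probes were spotted 10 times, and spots of one probe were averaged, which left 20173 probes. The arrays of one sample were averaged. A gene was taken as the name given in the scanner files, 18403 names in those of E1; of the 1663 genes with more than 1 probe, the probe with the highest mean Cy3 signal was used. Accessions of 15495 probes were found in the gene table, from which current symbols were read. A gene was tested when its Cy3 signal was well above background on every array of at least 1 group: 17130 genes over time and 17317 in the fit with H2O2. HLA-DRB1 was not analysed here, and HLA-DQA1 did not pass the filter. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

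The depth of an array is its signal over background. Without H2O2, Cy3 was well above background for 86.8 to 96.1% of the probes and Cy5 for 85.2 to 98.2% (median 95.0%), and the median Cy3 signal was 105 to 197. With H2O2 these were 90.0 to 96.1% (median 93.8%), 77.5 to 97.4% (median 92.6%) and 112 to 225. Each value rests on 3 donors per time point, which limits its precision. The median r was lower between donors at the same condition (0.897) than between arrays of a sample (0.979). A signal near background or at saturation gives a bound.

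Time points were compared in limma (lmFit and eBayes, prior degrees of freedom 2.78). Genes changed over time were those with an F test at an adjusted p under 0.01, and each later time point was compared with 0 hour at an adjusted p under 0.05, both with Benjamini-Hochberg adjustment over all genes tested. The differences between consecutive time points, and between the mean of 4 and 10 hours and that of 48 and 96 hours, were tested in the same fit. Multi-class SAM used 100 permutations and a false discovery rate under 1%. Genes differing between donors were tested with the time point in the model. In the fit of all 27 samples, with 9 groups, the mean effect of H2O2 over 4 time points, the effect at each time point, and the difference of the effect between time points were tested. The difference was called by an F test at an adjusted p under 0.01, and the other effects at an adjusted p under 0.05. With one donor left out, 2 samples remain per group.

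Genes were named by a rule: every gene the paper names in a sentence on CD3+ T cells (and, where it refers to MHC genes at rest as a group, genes of both classes on the arrays), the 5 with the largest rise and the 5 with the largest fall over time, and the 5 with the smallest p in each direction for the mean effect of H2O2, among genes past the threshold that moved the same way in 3 of 3 donors. Lists of marker genes were tested with camera (inter-gene correlation 0.01), with fry as a second test. The genes were for monocytes CD14, LYZ, CSF1R, FCN1, S100A8, S100A9, S100A12, CD163, VCAN, FPR1, MNDA, SERPINA1, CST3, FCGR1A, CD33, CLEC7A, MS4A6A and CD68; for B cells MS4A1, CD79A, CD79B, CD22, BLK, BLNK, VPREB3, TCL1A, FCER2, BANK1, FCRLA, SPIB and CD24; for platelets PPBP, ITGA2B, GP9, GP1BA, GP1BB, TUBB1, ITGB3, SPARC, GNG11, CLU, TREML1, F13A1, PF4 and THBS1. For NK cells they were NCAM1, FCGR3A, SH2D1B, CD160, KIR2DL1, KIR2DL3, KIR2DL4, KIR3DL1, KIR3DL2, FGFBP2, NMUR1, NCR1, KLRF1 and SPON2, and for basophils and dendritic cells FCER1A, MS4A2, CPA3, HDC, CLC, CD1C, CLEC4C, IL3RA, CLEC10A and GATA2. The pan-T cell list held CD2, CD3D, CD3E, CD3G, CD247, CD5, CD6, CD7, TRAC, TRBC1, TRAT1, LCK, ZAP70 and LAT, and the cell cycle list MKI67, TOP2A, CCNA2, CCNB1, CCNB2, CDK1, CDC20, BUB1, AURKB, PLK1, MCM2, MCM4, MCM6, RRM2, TYMS, PCNA, BIRC5, KIF11, TTK and CDC6. For oxidative stress the genes were HMOX1, NQO1, GCLM, GCLC, TXNRD1, SRXN1, TXN, PRDX1, CAT, SOD2, FTH1, FTL, SLC7A11, OSGIN1, HSPA1A, DNAJB1, DDIT3, ATF3, GADD45A, CDKN1A, MT2A, GSR and SQSTM1. One gene each of the B cell, pan-T and oxidative stress lists and the results of 3 genes the paper names are not reported here. The paper names 5 genes of the pan-T list, 2 of the oxidative stress list, and 1 each of the platelet, NK cell and basophil and dendritic cell lists.

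Samples of the same donor were checked for pairing. In the 15 samples, residuals of the same donor had a median r of 0.434 (30 pairs, -0.007 to 0.668, 28 of them over 0.1) and those of different donors -0.233 (60 pairs); with and without H2O2 at the same donor and time point the median was 0.576 (12 pairs, 0.177 to 0.788). The fits reported had no donor term, and donor as a block was an alternative.

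The tests were tested on simulated data on 15520 genes. The simulated noise was independent between genes and samples, with no donor effect and no missing spots. The measured samples of a donor were correlated, so the rates that follow may not hold for them. The F test over time recovered 86% of 200 genes changed by a log2 of 1 with 0 false calls, the comparison of 96 hours with 0 hour 88% with 10 false among 186 calls, and SAM 83% with 1 false call. The F test between donors recovered 86%, the mean H2O2 effect (a log2 of 0.5) 88% with 9 false calls, that at 4 hours 87% with 8, and the difference between time points 64% with 3. For lists of 12 genes lowered by 0.5, camera and fry each recovered 100% over 20 repeats, with 3 and 1 false calls among 380 unchanged lists.

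The comparisons, the rule for naming genes, the lists and the alternatives were set before the data were examined, except where a test is said to have been chosen later. The alternatives were no background correction; the log ratios of the scanner software; the authors' normalized values; median centring in place of loess; Aquantile after loess, which leaves log ratios as they are; no filter, and a stricter filter (both channels well above background on every array); the first array of each sample; the mean of the probes of a gene; the day an array was read as a block; donor as a block, or donor and time point for the mean effect of H2O2; each donor left out in turn; SAM; and all 27 samples in a single fit for the time course.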

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

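The test of compressed log ratios and the look at which pairs the larger splits swap were chosen only after the results were seen; the other tests in this part were set beforehand. Each result here was singled out because it is a signal in samples or genes the paper does not discuss, or a difference of an effect between time points.

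The first results concern the samples treated with H2O2, which the paper does not report on. Over 4 time points, the mean effect of H2O2 was called for 123 of 17317 genes, 39 higher and 84 lower (limma, adjusted p under 0.05; 1650 at an unadjusted p under 0.05). At 4 hours 784 genes were called (163 higher, 621 lower; 755 of them the same way in 3 of 3 donors), at 10 hours 42, at 48 hours 1 and at 96 hours 94. At 48 hours 133 genes had an unadjusted p under 0.05. By an F test at an adjusted p under 0.01, the effect differed between time points for 36 genes (2264 at an unadjusted p under 0.05). Other splits were tried on the 15520 genes measured in all samples. For the mean effect, called there for 113 genes, 3 of 100 splits were as large (labels swapped within pairs, the real one included). The others called 443 and 422 genes. Both keep the labels at 4 and 10 hours and swap them in 3 of 3 donors at 96 hours, so they largely follow the time point. By the share of 3 in 100 chance was excluded, but only in the fit without a block for donor and time point. With that block fewer genes were called for the mean effect, as given below. The difference between time points was put to this test only on the 12 differences of a donor and time point, where 793 genes were called and chance was excluded (1 of 100); the 36 genes were not. At 4, 10, 48 and 96 hours only 10 splits exist, so this test decides nothing there (1 of 10 at each). These counts fell whichever donor was left out. Without E2, E3 and E1 the mean effect was called for 14, 1 and 23 genes. The effect at 4 hours was called for 49, 62 and 560 genes, at 10 hours for 19, 0 and 0, and at 96 hours for 61, 0 and 12. The difference between time points was called for 0 in each case. Leaving out a donor also lowers the power, so these falls do not show that the counts rest on single donors. Of the genes called at 10 and 96 hours, 42 of 42 and 91 of 94 moved the same way in 3 of 3 donors.

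With read day as a block, 289 genes were called for the mean effect, so the block did not remove it. Most read days hold arrays of a single donor, so this block also takes up differences between donors. The higher count therefore does not exclude a part for the read day. Other settings lowered the count: median centring left 1 gene higher and 10 lower, and donor and time point as a block lowered it too. A delay of activation was tested on samples apart from those of the effect: if H2O2 holds the cells at an earlier stage, its effect should run against the change between the time points around it. Across genes, r was negative in 8 of 9 combinations of donor and time point, between -0.643 and -0.640 at 4 hours, -0.212 and -0.145 at 10 hours and -0.161 and 0.128 at 48 hours, and in 9 of 9 against the course of the other donors. A delay of activation by H2O2 is consistent with these values. An alternative is that the log ratios on the H2O2 arrays were compressed; the SD over genes not called at 4 hours was lower with H2O2 in 3 of 3 donors (ratio 0.828 to 0.983), while the slope of the effect on the course was -0.597 to -0.482. Compression of that size is smaller than the slope, but a damped response and a delayed one cannot be told apart at 4 hours by these values. Genes of cells that were lost after H2O2 treatment stay open, since counts of cells were not analysed here.

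The other results concern markers of other blood cells in the resting samples. At 96 hours the monocyte list had a median of -0.287 (mean -0.41, 13 of 16 genes lower; camera adjusted p = 0.0132, fry adjusted p = 0.0706), and the NK cell list a median of -0.306 (mean -0.65, 9 of 12 lower; camera adjusted p = 0.0245, fry adjusted p = 0.00685). The NK cell call held under fry and the monocyte call did not. The B cell list had a median of -0.02 (camera adjusted p = 0.452), the platelet list -0.04 (0.488) and the basophil and dendritic cell list -0.04 (0.452), so 2 of 5 lists of other blood cells were past the threshold. Residual monocytes and NK cells that are lost in culture could give this, but T cells express part of the NK cell list, and the pan-T list fell as well, with a median of -0.35 (12 of 13 lower; camera adjusted p = 0.00621, fry adjusted p = 0.000599). No list was past the threshold with median centring and with the authors' normalized values as well (0 lists), so the normalization stays open. The monocyte list was past it with the authors' normalized values (median -0.56, camera adjusted p = 0.0121) and the scanner log ratios (-0.48, 0.0276) but not with median centring (-0.27, 0.126), and its direction turned with read day as a block (0.055, 0.890). The NK cell list was past it with the scanner log ratios (-0.43, 0.0365) but not with the authors' values (-0.18, 0.396), median centring (-0.14, 0.126) or read day as a block (-0.076, 0.190). Whichever donor was left out, 0 of the lists stayed past the threshold in every case, and the monocyte medians at 96 hours were 0.08 in E1, -0.68 in E2 and -0.23 in E3, so 1 donor with more residual cells stays open too. Without E2 the monocyte list had a median of -0.09 (camera adjusted p = 0.418).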

How the results depend on the processing

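Leaving out each donor for the genes differing between donors, SAM on the authors' normalized values, and counting probes were chosen only after the data had been seen. A count is said to have moved when it changed more than 1.5 times; the cause was not tested unless it is given.

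No background correction, the filters on dim probes, Aquantile and the mean of the probes of a gene left the number of genes changed over time between 3519 and 3685, and Aquantile, which changes no log ratio, moved nothing. With the scanner log ratios 3459 genes changed over time, with the authors' normalized values 3116, with the first array of each sample 3316, with SAM 4105, with read day as a block 5003, with donor as a block 5294 and in the fit of all 27 samples 4700. Of 508 values of named genes against 0 hour, of which 259 were called, the calls that were lost and gained were 7 and 2 without background correction, 16 and 13 with the scanner log ratios, 21 and 22 with the authors' normalized values, 81 and 3 with median centring, 16 and 3 with the first array, 52 and 36 with read day as a block, and 0 and 39 with donor as a block. None of the 259 called values changed sign under these alternatives or without a donor; values that were not called, such as BCL6 and BRDG1 at 48 hours and CXCL9 at 96 hours, did under some of them.

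Median centring gave 2263 genes changed over time. The genes higher than at 0 hour were 323 at 4 and 632 at 10 hours, and those lower 198, 523, 655 and 591 at 4, 10, 48 and 96 hours. The share of higher genes among those called rose from 57.0 to 62.0% at 4 hours and fell from 59.1 to 54.7% at 10 hours. It rose from 65.7 to 77.8% at 48 hours and from 62.4 to 73.4% at 96 hours. Other settings lowered it: with the authors' normalized values it was 56.8% at 48 hours and 52.2% at 96 hours (1524 higher, 1395 lower), and with the scanner log ratios 53.9% at 96 hours. Under H2O2, 11 genes were called for the mean effect and 61, 5, 0 and 16 at 4, 10, 48 and 96 hours, and 0 differed between time points. The NK cell list at 96 hours had a median of -0.14 (camera adjusted p = 0.126), the monocyte list -0.27 (0.126) and the pan-T cell list -0.17 (0.283).

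With donor as a block, 1573 genes were higher at 4 hours and 1319, 1567, 2270 and 2133 lower at 4, 10, 48 and 96 hours. The H2O2 effect was then called for 557 genes on average, 1870, 421, 3 and 530 at 4, 10, 48 and 96 hours, and 543 differed between time points. With donor and time point as a block, the mean effect was called for 27 genes, 11 of them among the 123. It changed no other count by more than 1.5 times and no call of a list, besides the calls of single genes above.

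With read day as a block, 1602 and 645 genes were higher at 4 and 10 hours, and 1224, 356 and 2517 lower at 4, 10 and 48 hours. The H2O2 effect was called for 289 genes on average, 1846, 25, 10 and 1315 at 4, 10, 48 and 96 hours, and 907 differed between time points. The NK cell list had a median of -0.076 (adjusted p = 0.190) and the monocyte list 0.055 (0.890), a reversed direction; the oxidative stress list under H2O2 at 48 hours had a median of -0.00016 (0.0362). The donor comparison could not be fitted with this block and was not run.

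With the scanner log ratios, the H2O2 effect was called for 20, 0 and 62 genes at 10, 48 and 96 hours, and 11 differed between time points. With the authors' normalized values it was called for 54 genes on average and 481, 19, 2 and 45 at 4, 10, 48 and 96 hours, and 3 differed between time points. These values also gave 516 genes differing between donors, an NK cell median of -0.18 (adjusted p = 0.396), a monocyte median of -0.56 (0.0121) and an oxidative stress median at 4 hours of -0.10 (0.0585). The r between arrays of a sample was 0.957 with the scanner log ratios and 0.957 with the authors' values. The first array of each sample gave 20, 0 and 49 genes with an H2O2 effect at 10, 48 and 96 hours, and 8 that differed between time points. No background correction gave 0 at 48 hours (1 in limma with the correction, where 133 had an unadjusted p under 0.05). The stricter filter gave an NK cell median of -0.18 (0.170) and a monocyte median of -0.32 (0.0723).

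Leaving out each donor in turn reduces the samples per group to 2, which lowers the power of each test. The genes changed over time then numbered 869 to 1596, and those differing between donors 32 to 838. Higher genes numbered 354 to 607, 441 to 1032, 1520 to 2306 and 989 to 1671 at 4, 10, 48 and 96 hours, and lower ones 98 to 452, 289 to 759, 565 to 1170 and 407 to 1363. The H2O2 effect was called for 1 to 23 genes on average and for 49 to 560, 0 to 19, 0 to 1 and 0 to 61 at 4, 10, 48 and 96 hours, with 0 differing between time points. The NK cell list had medians of -0.36 to -0.15 and the monocyte list -0.44 to -0.085. The oxidative stress list had -0.11 to -0.051 at 4 hours and -0.044 to 0.065 at 48 hours, where the call without E2 was for a rise (adjusted p = 0.0388). Of the called values of named genes, 114 were lost without E2, 83 without E3 and 93 without E1, and 5, 9 and 7 others were gained.

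Differences between time points were recomputed only with donor as a block. It lost no call and gained 12, 13, 13 and 9 among 133 genes for 10 against 4, 48 against 10, 96 against 48 hours, and early against late. Signal over background limits the genes near the floor, as with IL2 and IL5 at 0 hour, and saturation limits GZMB.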

Differences from the paper's values

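Leaving out values with only a bound, the choice of the genes counted as changed in the paper, and their F test with donor as a block were chosen after the values were seen; the other tests in this part were set beforehand. The values compared are those of the paper's table of log2 ratios to 0 hour for CD3+ T cells, as far as it could be read, for the named genes: 160 values of 47 genes. A value with Cy3 not well above background, or saturated, on every array of a time point was not compared (1 value, CD72 at 4 hours). A value is counted as differing when its distance from the paper's exceeds the larger SD over the 3 donors, the paper's or this one, or when the signs are apart. Of the 160, 157 had the same sign and 40 differed, 36 of them with the larger change in the paper. Across the 160, r was 0.985 and the slope of the paper's values on these was 1.10.

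Of the alternatives chosen before the data were examined, the authors' normalized values left 0 of the 40 differing, the scanner log ratios 5, no background correction 38, median centring and read day as a block 36 each, the first array of each sample and leaving out E1 35 each, leaving out E2 34 and leaving out E3 31. Aquantile, no filter, the mean of the probes and donor as a block left all 40 differing, and the stricter filter all 30 that it gave. The differences thus go with the processing of the signals, and they do not show that the changes in the paper are too large. Which step of the processing lies behind them was not tested. Each value is given with the paper's in parentheses, and alternatives that are not named beside a value left it differing. The difference closed with the scanner log ratios and the authors' normalized values, each on its own, for BRDG1 0.89 at 96 hours (1.80 in the paper), CD59 0.94 at 10 hours (1.25 in the paper), CD83 2.81 at 10 hours (3.17 in the paper), CTLA4 1.07 at 96 hours (2.06 in the paper), CXCL10 0.69 at 48 hours (1.27 in the paper), CXCL11 2.70 at 10 hours (3.96 in the paper) and 0.40 at 48 hours (1.01 in the paper), EGR2 5.77 at 4 hours (6.26 in the paper), IL1R2 0.67 at 48 hours (1.26 in the paper) and 1.30 at 96 hours (1.96 in the paper), KLRB1 -3.50 at 48 hours (-4.33 in the paper), KLRG1 -1.61 at 10 hours (-1.90 in the paper), -1.93 at 48 hours (-2.37 in the paper) and -1.94 at 96 hours (-2.35 in the paper), SOD2 1.62 at 10 hours (1.95 in the paper), SORD 0.83 at 10 hours (1.5 in the paper), TNFSF5 1.85 at 4 hours (2.20 in the paper). For CD83 2.42 at 4 hours (2.84 in the paper), CXCL10 1.96 at 10 hours (2.53 in the paper), HLA-DPB1 -3.10 at 48 hours (-3.48 in the paper) and KLRB1 -3.13 at 96 hours (-3.66 in the paper), it closed with the scanner log ratios, the authors' normalized values and leaving out E3, each on its own. ADORA2B 0.29 at 4 hours (0.69 in the paper), HLA-DPB1 -2.63 at 96 hours (-3.12 in the paper), IL1RN 2.30 at 96 hours (3.02 in the paper) and RASGRP2 -4.41 at 48 hours (-4.88 in the paper) came within that distance with the scanner log ratios, the authors' normalized values and leaving out E1, each on its own. The scanner log ratios, the authors' normalized values, the first array of each sample and leaving out E3, each on its own, closed it for CXCL9 1.20 at 48 hours (1.87 in the paper) and HLA-DPB1 -2.11 at 10 hours (-2.42 in the paper). The difference closed with the scanner log ratios, the authors' normalized values and leaving out E2, each on its own, for ADORA2B 0.91 at 96 hours (1.65 in the paper) and SORD 1.45 at 48 hours (2.15 in the paper). For ADORA2B 0.68 at 48 hours (1.16 in the paper) and ZBED2 5.83 at 48 hours (7.07 in the paper), it closed with the authors' normalized values. BCL6 -0.021 at 48 hours (0.061 in the paper) came within that distance with no background correction, the scanner log ratios, the authors' normalized values, median centring, read day as a block and leaving out E2, each on its own. No background correction, the scanner log ratios, the authors' normalized values and read day as a block, each on its own, closed it for IL1R2 0.30 at 10 hours (0.64 in the paper). The difference closed with the scanner log ratios, the authors' normalized values and median centring, each on its own, for SOD2 0.91 at 48 hours (1.21 in the paper). For BRDG1 0.0097 at 48 hours (-0.055 in the paper), it closed with the scanner log ratios, the authors' normalized values, median centring, the first array of each sample, leaving out E3 and leaving out E1, each on its own. IL2RA 2.79 at 48 hours (2.04 in the paper) came within that distance with the scanner log ratios, the authors' normalized values, the first array of each sample, leaving out E2 and leaving out E3, each on its own. The scanner log ratios, the authors' normalized values, read day as a block and leaving out E2, each on its own, closed it for SOD2 1.86 at 4 hours (2.16 in the paper). The difference closed with the authors' normalized values, median centring and the first array of each sample, each on its own, for MIF -0.31 at 4 hours (-0.51 in the paper). For CXCL9 0.038 at 96 hours (-0.048 in the paper), it closed with the authors' normalized values, read day as a block and leaving out E2, each on its own. TNFSF5 0.60 at 48 hours (0.74 in the paper) came within that distance with the authors' normalized values and leaving out E3, each on its own.

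The paper describes a group of chemokines as increasing steadily. XCL1 was not called at any time point, except at 10 hours without E3, with the authors' normalized values or with donor as a block. CCL4, CCL20, CXCL9, CXCL10, CXCL11 and XCL2 were not called at 48 and 96 hours; the alternatives that called CCL4, CXCL9, CXCL10 and XCL2 there are given with their values, and none called CCL20 or CXCL11. A second probe of XCL2 was called at 48 hours (1.37, adjusted p = 0.0475 over all probes). For the IFNG-related genes, IFI16 was called at 96 hours alone and GBP1 at 10 hours alone, and IRF1 was called lower at 96 hours.

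Of the interleukins the paper calls upregulated, IL5 was not called, except with donor as a block at 10 and 48 hours, and IL8 was called at 4 hours alone. IL1B, which the paper calls downregulated late, was not called at 48 or 96 hours under any alternative, and IL15 at 96 hours only with the authors' normalized values. TNFSF4 was not called, except at 48 hours without E2, without background correction, with either block or with the first array of each sample. TNFSF12 and TNFSF12-TNFSF13 were called only at 48 and 10 hours, with the scanner log ratios or, for the latter, the authors' normalized values. OSM was not called at 10 hours under any alternative, ADORA2B at 4 hours and CTLA4 at 48 hours under none, and IL1R2 at 48 hours only with read day as a block, the scanner log ratios, the authors' normalized values or donor as a block.

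CD59 was not called at 4 or 10 hours, except with donor as a block, the scanner log ratios or the authors' normalized values at both, with read day as a block at 4 hours and with median centring at 10 hours; CD83 was not called at 96 hours, except with read day as a block, and CD72 was not called at 48 hours. CD96 was not called at 4 hours under any alternative, and CD53 only with read day as a block; CD53 and CD97 were not called at 96 hours. KLRC1 was not called, except at 48 hours with read day or donor as a block, the scanner log ratios or the authors' normalized values. HLA-E was called only at 48 hours with read day as a block or the authors' normalized values and at 96 hours with read day as a block, the authors' normalized values or donor as a block. HLA-G was not called at 96 hours, except with read day as a block.

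GZMB, which the paper finds continuously upregulated, was not called at 4 and 10 hours, except at 10 hours without E1. At 48 and 96 hours its Cy3 was saturated on 3 of 6 and 4 of 4 arrays, so the missing calls there, and its F test, do not count against the paper. GZMH was called only at 48 hours, with read day or donor as a block, the scanner log ratios, the authors' normalized values, the first array of each sample or the stricter filter. GZMM, which the paper excepts, was called lower at 10 hours, and GNLY at 48 hours, though neither passed the F test over time. Of 93 genes the paper gives as changed on activation, 67 passed the F test over all genes, 78 did so with donor as a block, and 78 when adjusted over the list alone. Those that passed neither in the reported fit nor with donor as a block were CCL4, GZMB, GZMH, HLA-DQB1, HLA-E, HLA-G, IFI16, IL5, KLRC1, KLRC2, TNFSF12, TNFSF13, TNFSF4, XCL1 and XCL2; those that passed only with donor as a block were CAT, CCL20, CD59, CD72, ICOS, IL15, IL1B, IL1R2, ITGB1, KLRF1 and TNFRSF1A. Single genes were put through the F test under no other alternative.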

Other observations

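The test of compressed log ratios, reported with the other H2O2 results, was chosen only after its result was seen, as was leaving out each donor in the comparison of donors.

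Time of activation was weighed against chance and the read day. For the genes changed over time, 3200 of the 15999 measured in all samples, chance was excluded (1 of 100 splits, the real one included). For 4, 10, 48 and 96 hours against 0 hour, 3 samples against 3 allow only 10 splits, so this test decides nothing (1 of 10 each). With read day as a block the count was 5003. Most read days hold arrays of a single donor, so this block also takes up differences between donors. The higher count does not show how much of the change goes with the read day.

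Genes differing between donors numbered 1335 (6317 at an unadjusted p under 0.05), and chance was excluded (1 of 100 splits, on 1312 of the 15999 genes measured in all samples). E2 and E3, read with the same version of the scanner software, differed at 5 genes, while E1, read with another version and in another period, differed from them at 563 and 1738. The software version and the donor of E1 are confounded and cannot be told apart. A constant shift that cancels in ratios to 0 hour could account for part of the difference, but 553 genes still differed after each donor was set to its own 0 hour, a comparison that holds the noise of the sample at 0 hour as well; what that leaves cannot be told apart either. A biological difference between donors stays open and was not tested.

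Of the cell surface antigens compared between the CD4+ and CD8+ subsets, CD3+ T cells had the following values. CD8A changed by -0.51 ± 0.29, -1.29 ± 0.40, -1.06 ± 0.49 and -0.19 ± 0.42 at 4, 10, 48 and 96 hours (adjusted p = 0.141, 0.00102, 0.00168 and 0.568), lower in 3, 3, 3 and 2 of 3 donors. CD8B changed by -0.49 ± 0.47, -0.27 ± 0.44, -0.58 ± 0.53 and -0.12 ± 0.48 at 4, 10, 48 and 96 hours (adjusted p = 0.272, 0.568, 0.107 and 0.782), lower in 2, 2, 3 and 2 of 3 donors. CD48 changed by -0.24 ± 0.30, -1.00 ± 0.24, -0.50 ± 0.30 and -0.74 ± 0.63 at 4, 10, 48 and 96 hours (adjusted p = 0.866, 0.246, 0.559 and 0.351), lower in 2, 3, 3 and 3 of 3 donors. CD244 changed by -0.62 ± 0.17, -0.85 ± 0.28, -0.99 ± 0.42 and -0.90 ± 0.49 at 4, 10, 48 and 96 hours (adjusted p = 0.103, 0.0213, 0.00511 and 0.0130), lower in 3 of 3 donors at each. CD8A lost the call at 48 hours without E1 and with median centring (adjusted p 0.000266 to 0.151). CD8A gained a call at 4 hours with donor as a block (adjusted p 0.0438 to 0.499). CD8B gained a call at 48 hours with read day as a block (adjusted p 0.0372 to 0.697). CD48 gained a call at 10 hours with read day as a block or donor as a block (adjusted p 0.00733 to 0.769) and at 96 hours with donor as a block (0.0287 to 0.803). CD244 lost the call at 10 hours without E2 or E3 (adjusted p 0.00195 to 0.170), at 48 hours without E3 (0.000139 to 0.0711) and at 96 hours without E3 (0.00105 to 0.121). CD244 gained a call at 4 hours without E1 and with read day as a block, the authors' normalized values or donor as a block (adjusted p 0.00963 to 0.483).

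At 96 hours the cell cycle list had a median of 2.33 (camera adjusted p = 1.75e-23, fry adjusted p = 2.63e-08), with 0 of 15 genes lower. The B cell and platelet lists had fry adjusted p = 0.458 and 0.506, and the basophil and dendritic cell list 0.146. The median of that last list was above 0 with the stricter filter and with the mean of the probes.

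For the mean effect of H2O2, the genes named by the rule were ACTN1 (0.45, adjusted p = 0.00100), UNC13D (0.43, 0.00295), FOS (1.17, 0.00587), POP5 (0.38, 0.00587) and FLJ20850 (0.54, 0.00700), which rose. Those that fell were FLJ39873, now TIGIT (-0.87, 0.000722), IFNG (-1.94, 0.000722), ARID5A (-0.83, 0.000722), CCL3 (-1.03, 0.00100) and ZNF267 (-0.86, 0.00100). Each moved the same way in 3 of 3 donors. Of the 10, 10 lost the call without E3, 4 without E2, 5 without E1, 4 with median centring, 3 with the authors' normalized values and 1 with the scanner log ratios. Among 125 genes tested for the paper's sentences on CD3+ T cells, the effect of H2O2 was called for 26 at 4 hours, 6 at 10 hours, 0 at 48 hours and 3 at 96 hours in limma, and for 12 on average.

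A response of genes of oxidative stress to H2O2 was tested with a list of 24 genes, 18 of them measured in all samples. At 4 hours the list fell, with a median of -0.09 and a mean of -0.28 (12 of 18 lower; adjusted p = 0.0146 by camera and 0.00366 by fry, with a single list). The largest falls at 4 hours were those of PRDX1, SOD2, ATF3, GCLM and CDKN1A. On activation without H2O2 these genes rose at 4 hours, by 1.34, 1.86, 2.39, 1.05 and 1.95. The fall of the list therefore cannot be told apart from a damped or delayed activation, and it does not show that H2O2 lowered a stress response. On average over the time points its median was -0.03 (adjusted p = 0.149 by camera and 0.137 by fry), and at 10, 48 and 96 hours the adjusted p of camera was 0.933, 0.215 and 0.631. At 48 hours the median was -0.01 while the mean was 0.08, a difference in sign. HMOX1 rose by 1.15 at 4 hours (adjusted p = 0.0126); it was singled out after its values were seen.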
